# Transcriptome profiling of *Bacillus subtilis* OKB105 in response to rice seedlings

**DOI:** 10.1186/s12866-015-0353-4

**Published:** 2015-02-06

**Authors:** Shanshan Xie, Huijun Wu, Lina Chen, Haoyu Zang, Yongli Xie, Xuewen Gao

**Keywords:** *Bacillus subtilis*, *Oryza sativa*, Plant-microbe interactions, Transcriptomics, Microarray, Functional annotation

## Abstract

**Background:**

Plant growth-promoting rhizobacteria (PGPR) are soil beneficial microorganisms that colonize plant roots for nutritional purposes and accordingly benefit plants by increasing plant growth or reducing disease. However, the mechanisms and pathways involved in the interactions between PGPR and plants remain unclear. In order to better understand these complex plant-PGPR interactions, changes in the transcriptome of the typical PGPR *Bacillus subtilis* in response to rice seedlings were analyzed.

**Results:**

Microarray technology was used to study the global transcriptionl response of *B. subtilis* OKB105 to rice seedlings after an interaction period of 2 h. A total of 176 genes representing 3.8% of the *B. subtilis* strain OKB105 transcriptome showed significantly altered expression levels in response to rice seedlings. Among these, 52 were upregulated, the majority of which are involved in metabolism and transport of nutrients, and stress responses, including *araA*, *ywkA*, *yfls*, *mtlA*, *ydgG* et al. The 124 genes that were downregulated included *cheV*, *fliL*, *spmA* and *tua*, and these are involved in chemotaxis, motility, sporulation and teichuronic acid biosynthesis, respectively.

**Conclusions:**

We present a transcriptome analysis of the bacteria *Bacillus subtilis* OKB105 in response to rice seedings. Many of the 176 differentially expressed genes are likely to be involved in the interaction between Gram-positive bacteria and plants.

## Background

Plant growth-promoting rhizobacteria (PGPR) are soil microorganisms that colonize plant roots, obtaining nutritional benefits from the plant in exchange for stimulating plant growth and reducing plant disease. These benefical plant-microbe interactions are complex. Plants release chemicals such as malic acid that attract rhizobacteria, causing migration of microorganisms towards and along the roots [1-4]. After colonization, rhizobacteria consume carbohydrates and amino acids released by the plant. Simultaneously, PGPR produce substances affecting plant growth and development such as the plant hormones indole-3-acetic acid [5], cytokinins [6], and gibberellins [7]. PGPR also produce volatiles that promote plant growth [8], and they protect plants against soil-borne diseases by predation and parasitism of plant-hostile organisms, outcompeting plant pathogens for niches or specific substances such as nutrients or ferric iron. Furthermore, PGPR also produce antibiotics that work against plant pathogens, and can induce plant resistance directly [9,10]. Despite advances, it remains unclear exactly which mechanisms or pathways are involved in the interactions between PGPR and plants.

Recently, transcription microarray technology and comparative proteomic analysis have been applied to improve our understanding of plant-microbe interactions. To date, the focus has largely been on plant responses to benefical bacteria. A study in *Arabidopsis* showed that some putative auxin-regulated genes and nodulin-like genes were up-regulated, and some ethylene-responsive genes were down-regulated, following exposure to *Pseudomonas fluorescens* FPT9601-T5 [11]. In another study, rice proteins involved in plant growth and defence were induced after exposure to *Bacillus cereus* NMSL88 [12]. Proteins reported to be directly or indirectly involved in growth promotion were differentially expressed in rice following inoculation with *P. fluorescens* KH-1 [13]. Relatively fewer studies have focused on the transcriptional changes that occur in benefical bacteria when interacting with plants. A number of *P. aeruginosa* genes involved in metabolism, chemotaxis, and type III secretion were upregulated in response to sugar beet exudates [14]. Amino acids and aromatic compounds in root exudates were shown to induce *P. putida* to colonize the rhizosphere [15]. In another study, several groups of genes from *B. amyloliquefaciens* FZB42 were strongly induced by maize root exudates, most of which were involved in nutrient utilization, bacterial chemotaxis and motility, and non-ribosomal synthesis of antimicrobial peptides and polyketides [16]. These and other studies all investigated the effects of root exudates on PGPR, but studies on the effects of living plants on PGPR are needed if we are to understand the complex nature of plant-PGPR interactions.

*B. subtilis* OKB105 is a derivative of *B. subtilis* 168 that contains an *sfp* gene that encodes a phosphopantetheinyl transferase involved in surfactin production and that renders this strain with the ability to produce high levels of surfactin [17]. *B. subtilis* OKB105 has shown great potential as a growth-promoting and biocontrol agent. The microbe significantly enhanced plant height and fresh weight, lowered the severity of disease caused by tobacco mosaic virus, and exhibited nematicidal activity against *Aphelenchoides besseyi*, *Ditylenchus destructor*, *Bursaphelenchus xylophilus* and *Meloidogyne javanica* [18,19]. The mechanism by which OKB105 promotes plant growth and reduces disease are not fully understood. To address this question, we performed transcriptomics experiments to identify *B. subtilis* OKB105 genes that are differentially expressed in response to rice seedlings, and investigated their roles in plant-microbe interactions. To our knowledge, this is the first report on the transcriptomic responses of *Bacillus* spp. upon interaction with living plants.

## Results

### Effects of *B. subtilis* on rice growth

The effects of *B. subtilis* OKB105 on rice growth was evaluated in this study. After surface sterilization, rice seeds were soaked in *B. subtilis* OKB105 cell suspensions, dried and incubated at 28°C. Shoot and root lengths of rice seedlings were measured after 10 days, and bacteria increased the shoot length by 25.2%, whereas discrepant analysis of root length showed no difference (Figure 1).

**Figure 1:**
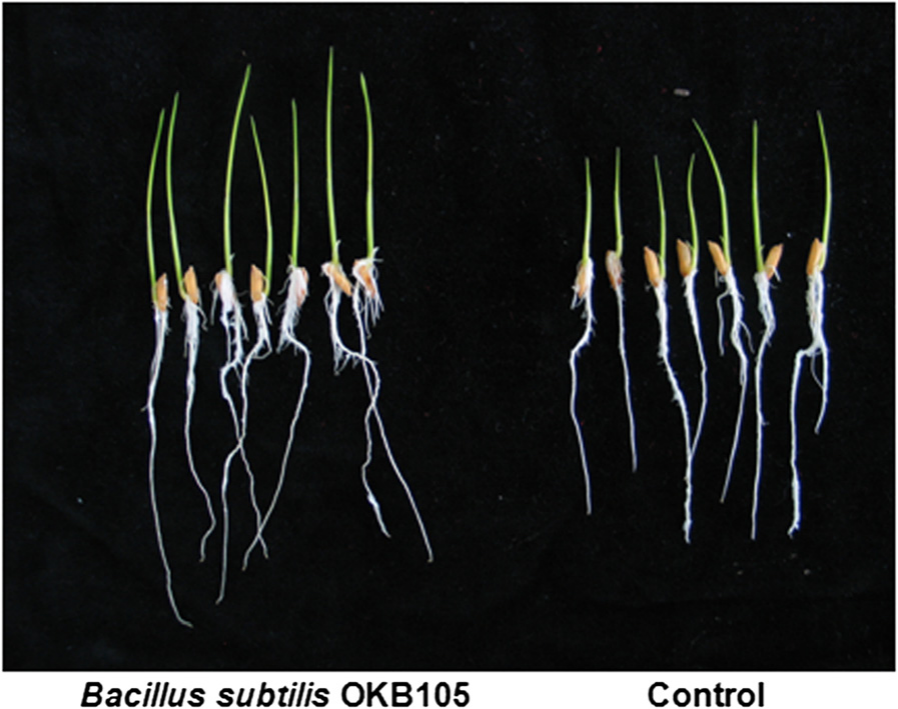
**Effect of** ***Bacillus subtilis*** **OKB105 on rice (cultivar 9311) growth.** Rice seeds (cultivar 9311) were soaked in *B. subtilis* OKB105 suspensions at cell densities of 10^6^ cfu ml^-1^ for 2 h, blotted dry and then placed in wet blotters and incubated in a growth chamber. The shoot and root lengths of rice seedlings were measured after 10 days.

### Selection of appropriate interaction time

Plant-microbe interactions are a complex phenomenon and involve recognition, movement, colonization and production of metabolites from both organisms that influence the other. During the initiation phase of the interaction, plants release signals that attract bacteria via a chemotactic response [20], and that are consumed by the bacteria as an energy source. Plant root exudates affect many aspects of bacterial biochemistry and physiology including cell density, the types of bacteria present in the community, and migration towards and colonization of plant roots [21,22]. However, bacteria not in physical contact with rice seedlings can also have a great influence on plants. For example, volatiles produced by *Bacillus subtilis* promote growth and induce systemic resistance in *Arabidopsis* [8]. Communication without physical contact is therefore a type of interaction, and whole cell suspensions were collected and tested using realtime PCR analysis for this reason. In order to identify the onset of this early phase, expression levels of genes involved in biofilm formation and nutrient degradation were measured at different timepoints during the incubations. The chosen genes were as follows: *galE* encoding UDP-glucose-4-epimerase, *ywkA* encoding malate dehydrogenase, and *araA* encoding L-arabinose isomerase that are all involved in carbohydrate degradation; *tasA* encoding a major biofilm matrix component, *srfAA* encoding surfactin synthetase, and *sinI* encoding an antagonist of SinR that are all involved in biofilm formation. The results showed that the expression of *srfAA* and *sinI* were significantly altered after interacting with rice for only 15 min, part of cells may colonized on rice seedlings and biofilm involvement in response to rice seedlings. In contrast, genes involved in carbohydrate degradation did not undergo significant changes in expression until 2 h, indicating that most of the bacterial population had been exposed to the root exudates by this point (Figure 2). These results suggest that bacteria quickly become established in roots and begin utilizing plant carbohydrates after 2 h, therefore 2 h was chosen as an appropriate interaction time.

**Figure 2:**
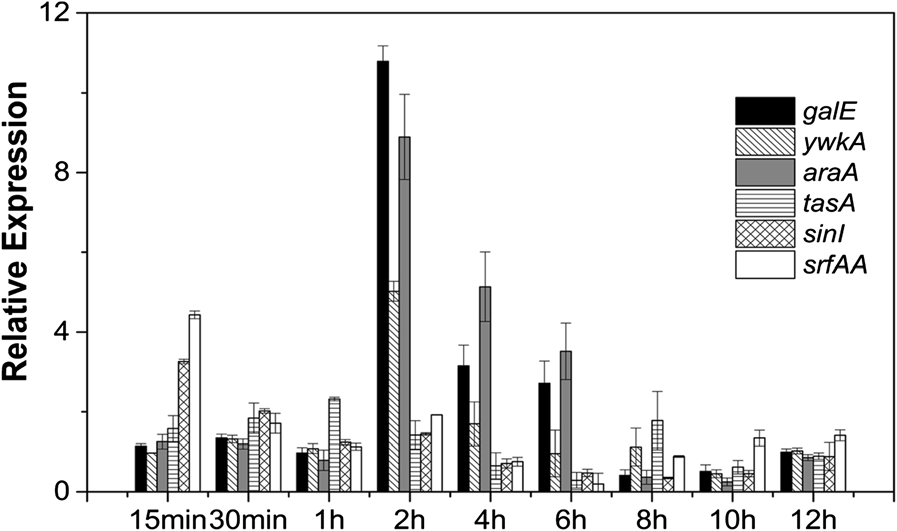
**Real**-**time PCR analysis of genes involved in biofilm formation and degradation of nutrients.** *B. subtilis* OKB105 cells were harvested at different times during interaction with rice seedlings (15 min, 30 min, 1 h, 2 h, 4 h, 6 h, 8 h, 10 h and 12 h) for extracting total RNA. The gene *galE* encoding UDP-glucose-4-epimerase, *ywkA* encoding malate dehydrogenase and *araA* encoding L-arabinose isomerase were identified, and are known to be involved in nutrient degradation. *TasA* encoding major a biofilm matrix component, *srfAA* encoding surfactin synthetase, and *sinI* encoding antagonist of SinR were also identified, and are involved in biofilm formation.

### Microarray analysis of *B. subtilis* OKB105 gene expression in response to rice

To investigate the molecular mechanisms involved in plant-microbe interactions, three independent experiments were carried out. 

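Transcripts of B. subtilis OKB105 were measured on the Affymetrix Bacillus subtilis Genome Array, with 3 arrays for control suspensions that had no contact with rice and 3 for suspensions kept with rice seedlings. Each suspension had a volume of 50 ml at 1000000 cfu per ml, and the suspensions of the rice group stood for 2 h with 30 seedlings. The incubation time of the control suspensions is not given in the sources used here. The deposited values are intensities on a linear scale, which the authors computed with RMA (background correction, quantile normalization and summary of the probes) in Affymetrix Expression Console. They were log2-transformed without further normalization. Of 5033 probe sets, 33 Affymetrix controls and 9 controls from other organisms were set aside, which left 4345 probe sets of genes, 40 of tRNA genes and 606 of intergenic regions. For the 83 genes with several probe sets, the one with the highest mean over the 6 arrays was used, so that 4136 genes were tested. The median intensity was 109 to 109.9 in the control arrays and 112 to 116 in the rice arrays, and the number of arrays limits the precision. Rice and control arrays were compared per probe set with limma, and p was adjusted by the Benjamini-Hochberg method over all 4991 probe sets tested. A gene was called up-regulated or down-regulated at a mean change of more than 2-fold and an adjusted p under 0.05, with all 3 rice arrays on the same side of the control mean. In counts over lists, rose and fell mean called, so genes not called may still differ at an adjusted p under 0.05. These criteria, the alternatives and 43 gene lists were set before the data were examined, but many lists cover pathways that the paper discusses from these arrays. Where such a list is named, its members called after p was adjusted over the list alone were the same number as over all genes.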

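Every rice array differed from every control array at genes such as yxlC, a gene of the sigma Y operon, and yhgE, a membrane protein gene beside the regulator gene yhgD. The intensity of yxlC was 1071 ± 22.0 (SD, n = 3) in the control arrays and 244 ± 8.28 (SD, n = 3) in the rice arrays. That of yhgE was 183 ± 5.68 in the control arrays and 929 ± 99.6 in the rice arrays. In average-linkage clustering on 1 minus the Pearson correlation of gene-centred log2 values, control replicates 1 and 2 joined at 0.210 and control replicate 3 at 0.227. Rice replicates 1 and 3 joined at 0.485, rice replicate 2 joined them at 0.588, and the control and rice branches met at 1.73. All 6 arrays stood in the branch of their own group. Across probe sets, without centring, the correlation was 0.997 between control arrays, 0.985 to 0.991 between rice arrays and 0.960 to 0.975 between arrays of different groups. The rice arrays lay farther from their group mean (SD 0.17 to 0.21 on the log2 scale) than the control arrays (0.10 to 0.11).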

To evaluate sample consistency, microarray data were analysed using cluster 3.0 software, and hierarchical analysis showed clearly defined groups for the three replicated experimental rice seedling samples and the three replicated control samples (Figure 3), indicating consistency.

**Figure 3:**
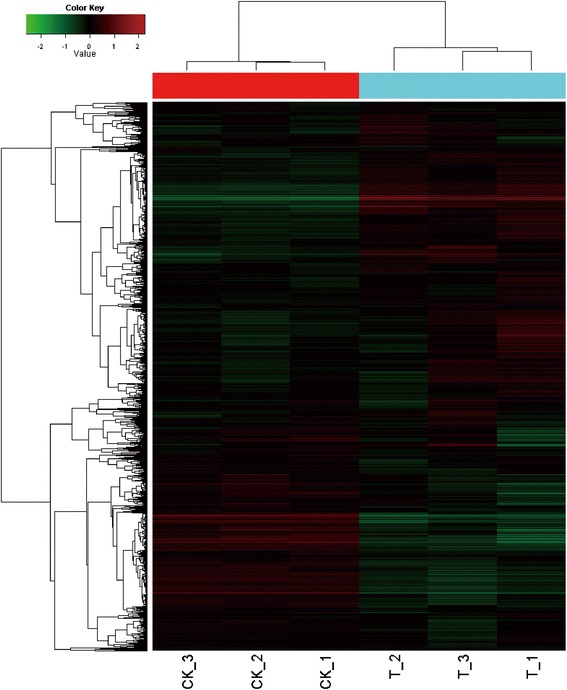
**Cluster analysis of microarray data.** CK, *B. subtilis* OKB105 without contact with rice seedlings; T, *B. subtilis* OKB105 after interaction with rice seedlings. The cluster analysis was performed using Cluster 3.0 software. Red and green indicate higher (>2.0) and lower (<0.5) ratios, respectively. Each treatment was repeated three times.

Differentially expressed genes were identified by the following selection criteria: (1) changes in gene expression occurred in the same direction in all three microarray analyses, (2) the average change in expression level was greater than 2-fold for up- and downregulated genes, (3) the q value was less than 0.05. When this criterion was applied, a total of 176 genes representing 3.8% of the transcriptome were significantly altered in response to rice seedlings. Among these differentially expressed genes, 52 were upregulated and 124 were downregulated (Table 1). In addition, a significant proportion (~30%) of the differentially expressed genes encoded proteins with putative functions or were described as ‘hypothetical proteins’ in the databases. 

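With rice, 68 genes rose and 155 fell, together 5.39% of the 4136 genes tested. The 10 largest rises were those of the regulator genes ydgG, yhbI and yhgD with their neighbours ydgH, yhbJ, yhcA and yhgE, of the mannitol genes mtlA and mtlD, and of the malic enzyme gene ywkA. The 10 largest falls included ywcE, needed for normal spores and germination, the transporter gene yybF, and ytcP, ytcQ and yteR, which lie among genes for the use of rhamnogalacturonan. The intensity of yybF was 782 ± 131 (SD, n = 3) without rice and 162 ± 83.0 (SD, n = 3) with rice (log2 fold change −2.44, standard error 0.39, adjusted p = 0.00181 from limma). It was not called by the least significant difference test after adjustment. Of the 165 different genes in Table 1, 158 were called in the direction of the table. As the study chose these genes on the same arrays, this is not independent evidence. Without the limit on fold, 773 genes were higher and 782 lower at an adjusted p under 0.05. The rice arrays lay entirely above or below the control arrays for 2152 genes (52.0%), where chance gives 10%. Bright probe sets tended to be lower with rice, with a median log2 change of −0.23 in the brightest of 10 groups by brightness, and dim ones higher, with 0.19 in the fourth dimmest. After a cyclic loess normalization that removes this trend, 63 of the 68 up-regulated and 112 of the 155 down-regulated genes were still called.

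**Figure D1:**
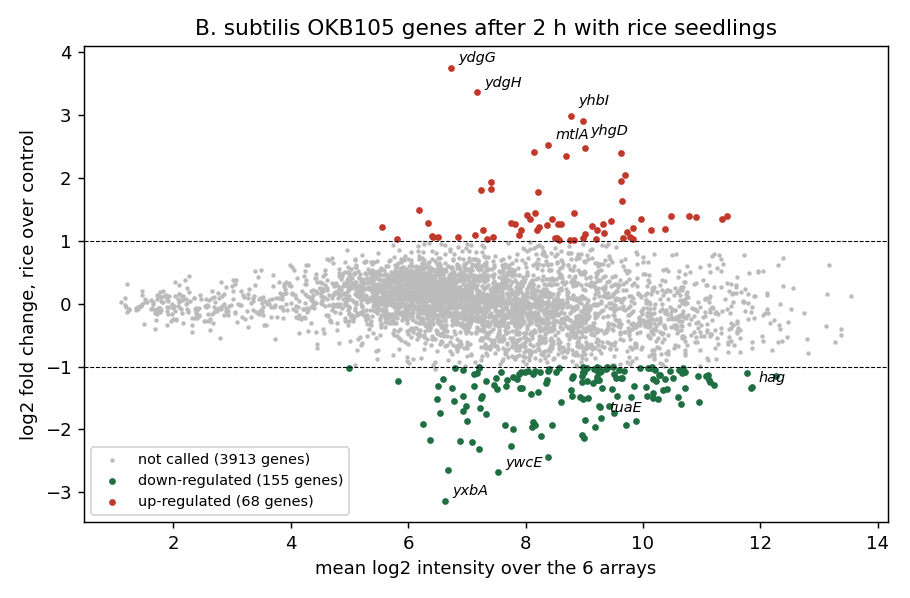
Log2 fold change of rice over control for each of the 4136 genes (vertical axis) against its mean log2 intensity over the 6 arrays (horizontal axis), with dashed lines at a change of 2-fold. Red points are the 68 up-regulated genes, green points the 155 down-regulated genes and grey points the genes not called, and ydgG stands highest at 3.76.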

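Among the genes of unknown function, yvpB rose from an intensity of 80.8 ± 6.36 (SD, n = 3) in the control arrays to 284 ± 13.7 (SD, n = 3) with rice (log2 fold change 1.82, standard error 0.10, adjusted p = 8.77e-06 from limma). In the other direction, yuiA fell from 473 ± 25.3 to 99.4 ± 14.4 (log2 fold change −2.26, standard error 0.12, adjusted p = 6.74e-06) and yxnB from 259 ± 52.5 to 48.4 ± 29.1 (log2 fold change −2.64, standard error 0.46, adjusted p = 0.00262). Of the 46 genes that Table 1 lists with unknown function, 14 rose and 30 fell. Of the other 2, both listed as falling, yqhL had a log2 fold change of 0.43 (adjusted p = 0.00719) and yrzL was not tested under that symbol. This count is not independent evidence, because the study chose the genes on these arrays. The fall of yxnB was not called by the least significant difference test after adjustment, and its log2 fold change was −3.07 to −2.01 with 1 array left out.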

The majority of the differentially expressed genes belonged to the following functional categories: Transport/binding proteins and lipoproteins (15.38% of upregulated genes, 8.87% of downregulated genes); RNA synthesis (13.46% of upregulated genes, 4.84% of downregulated genes); Metabolism of carbohydrates and related molecules (11.54% of upregulated genes, 9.68% of downregulated genes); Metabolism of amino acids and related molecules (9.62% of upregulated genes, 9.68% of downregulated genes); sporulation (8.06% of downregulated genes); Mobility and chemotaxis (6.45% of downregulated genes) (Figure 4). 

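Genes of purine biosynthesis and of glycerol uptake were among those that fell. The purine gene purN fell from an intensity of 1202 ± 79.4 (SD, n = 3) to 391 ± 40.4 (SD, n = 3) with rice (log2 fold change −1.62, standard error 0.11, adjusted p = 2.85e-05), and purH, purM and purD fell by 1.32, 1.21 and 1.27 on the log2 scale. Of 15 genes of purine biosynthesis, 5 fell (5 adjusted over the list alone) and none rose (list median −0.81, adjusted p = 1.74e-05 from limma's camera test). With an estimated correlation the adjusted p was 0.315, but that version of the test has little power with 6 arrays, here and for the lists below. The glycerol facilitator gene glpF fell from 3423 ± 248 to 1164 ± 127 (log2 fold change −1.56, standard error 0.12, adjusted p = 3.51e-05), and the glycerol kinase gene glpK from 2089 ± 203 to 736 ± 159. Of 6 genes of glycerol utilization, 3 fell (camera adjusted p = 0.00342, and adjusted p = 0.279 with an estimated correlation). Both lists were drawn up because members stand together in Table 1, so their counts are not independent evidence. By the categories of Table 1, the transport and binding genes comprised 8 that rose and 11 that fell. Of its genes for carbohydrates, 6 rose and 12 fell, and of those for amino acids 4 of 5 rose and 10 of 12 fell. The remaining gene listed as rising, speA, was not tested under that symbol, but cad, which has its value, rose. All 5 of its nucleotide genes fell.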

The majority were related to transport and metabolism, and this may be due to the importance of material and energy exchange between plant and *Bacillus*. Genes related to sporulation were downregulated. This may be because without nutrition provided by plant root exudates, nutrient deprivation and general stress triggers differentiation into dormant spores. In addition, it is viable cells rather than dormant spores that interact with rice seedlings.

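The genes of spore formation that fell furthest were ywcE, for a protein needed for normal spores and germination, and csfB, a forespore gene. The intensity of ywcE fell from 473 ± 79.2 (SD, n = 3) to 73.4 ± 7.87 (SD, n = 3) with rice (log2 fold change −2.68, standard error 0.15, adjusted p = 6.74e-06 from limma), and that of csfB from 1037 ± 124 to 263 ± 119.6 (log2 fold change −2.09, standard error 0.30, adjusted p = 0.00104). The small spore protein gene tlp fell from 1753 ± 80.8 to 764 ± 47.1 (log2 fold change −1.20, standard error 0.10, adjusted p = 6.64e-05). Of 62 genes of late sporulation, the coat and germination, 6 fell (6 adjusted over the list alone), none rose and 56 were not called (list median −0.08, adjusted p = 0.0812 from limma's camera test, and adjusted p = 0.377 with an estimated correlation). Of 27 genes of early sporulation, only spo0A, the master regulator, was called, and it fell from 1551 ± 102 to 764 ± 55.6 (log2 fold change −1.02, standard error 0.10, adjusted p = 0.000167). The early list had a median of −0.35 (camera adjusted p = 0.00249, and adjusted p = 0.279 with an estimated correlation). The study discusses these pathways from the same arrays, so the counts are not independent evidence. The call of spo0A ended after cyclic loess and without control replicate 1 or rice replicate 2, with a log2 fold change of −1.08 to −0.98 when 1 array was left out. Without control replicate 2, 3 of the late genes were called.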

**Table 1:** ***Bacillus subtilis*** **OKB105 genes differentially expressed in response to rice seedlings**

**Gene**	**Annotation**	**Fold**-**change ratio**	**q**-**value (%)**
Up-regulated genes			
Cell wall (3.85%)			
*yngB*	UTP-glucose-1-phosphate uridylytransferase	2.631	**0**
*dacA*	Penicillin-binding protein 5	2.2647	0
Transport/binding and lipoproteins (15.38%)			
*ydgH*	Putative drug exporter of the RND superfamily	16.1482	0
*mtlA*	PTS mannitol-specific enzyme II CB component	5.7777	0
*yhcA*	Multidrug resistance protein	5.2704	**0**
*ykoY*	Transporter	3.8449	0
*yxkD*	Efflux transporter	2.7977	0
*yflA*	Amino acid carrier protein	2.1064	0
*ydfM*	Cation efflux system	2.083	0
*yflS*	2-Oxoglutarate/malate translocator	2.0806	0
Sensors (signal transduction) (3.85%)			
*yclJ*	Two-component response regulator YclK	2.4004	0
*yclK*	Two-component sensor histidine kinase	2.3307	0
Sporulation (1.92%)			
*rapF*	Response regulator aspartate phosphatase	2.408	0
Metabolism of carbohydrates and related molecules (11.54%)			
*mtlD*	Mannitol-1-phosphate dehydrogenase	5.5707	0
*ywkA*	Malate dehydrogenase	4.12	0
*araA*	L-arabinose isomerase	2.7149	0
*galE*	UDP-glucose 4-epimerase	2.6384	0
*yngB*	UTP-glucose-1-phosphate uridylytransfarase	2.631	0
*mmgD*	Citrate synthase III	2.0082	
Metabolism of amino acids and related molecules (9.62%)			
*proB*	Glutamate-5-kinase	2.5409	0
*ald*	L-alanine dehydrogenase	2.3522	0
*speA*	Arginine decarboxylase	2.2631	0
*yrpC*	Glutamate racemase	2.0801	**0**
*hutH*	histidase	2.0154	0
Metabolism of lipids (1.92%)			
*yngG*	Hydroxymethylglutary-COA lyase	2.2458	**0**
RNA regulation (13.46%)			
*ydgG*	MarR family transcriptional regulator	13.515	0
*yhbI*	Transcriptional regulator (MarR family)	7.9016	0
*yhgD*	Transcriptional regulator (TerR/AcrR family)	7.5195	
*yhcB*	Trp repressor binding protein	2.5366	0
*fruR*	Transcriptional repressor of the fructose operon	2.4164	0
*yugG*	Lrp/Asnc family transcriptional regulator	2.2458	0
*yusO*	MarR family transcriptional regulator	2.1994	0
Protein synthesis (1.92%)			
*pheS*	Phenylalanyl-tRNA synthetase	2.0356	0
Protein modification (1.92%)			
*yxaL*	Serine/threonine protein kinase	2.3234	0
Adaptation to atypical conditions (1.92%)			
*rsbX*	Serine phosphatase	2.1821	0
Detoxification (1.92%)			
*ykoY*	Toxic anion resistance protein	3.4438	0
Phage-related functions (1.92%)			
*yhgE*	Phage infection protein	5.0703	0
Unknown (28.85%)			
*ydfK*	Putative integral inner membrane protein	3.8449	0
*yvpB*	Putative hydrolase	3.5212	0
*yneF*	Hypothetical protein	3.0863	0
*yrkO*	Putative integral inner membrane protein	2.6702	0
*yngA*	Putative conserved membrane protein	2.4775	0
*yhaJ*	Putative bacteriocin	2.4261	0
*yfkA*	Putative Fe-S oxidoreductase	2.4164	0
*yfhE*	Hypothetical protein	2.3804	0
*ykcB*	Putative integral inner membrane protein	2.2993	0
*ywkB*	Putative transporter	2.2629	0
*yaaT*	Hypothetical protein	2.2497	0
*ykaA*	Putative Pit accessory protein	2.0901	0
*ydhB*	Putative integral inner membrane protein	2.0405	0
*ykyB*	Hypothetical protein	2.0219	0
Down-regulated			
Cell wall (8.06%)			
*tuaD*	Biosynthesis of teichuronic acid	0.4536	0
*tuaA*	Biosynthesis of teichuronic acid	0.4382	0
*lytD*	N-Acetylglucosaminidase	0.4371	0
*tuaC*	Biosynthesis of teichuronic acid	0.435	
*tuaF*	Biosynthesis of teichuronic acid	0.3949	0
*tuaG*	Biosynthesis of teichuronic acid	0.3922	0
*tuaB*	Biosynthesis of teichuronic acid	0.3855	0
*pbpE*	Penicillin-binding protein 4	0.3219	0
*tuaH*	Biosynthesis of teichuronic acid	0.319	0
*tuaE*	Biosynthesis of teichuronic acid	0.2841	0
Transport/binding proteins and lipoproteins (8.87%)			
*opuD*	Glycine betaine transporter	0.491	0
*gabP*	γ-Aminobutyrate permease	0.4897	0
*ydhF*	Lipoproteins	0.4892	0
*iolF*	Inositol transport protein	0.4687	0
*yxlG*	ABC transporter permease	0.4536	0
*yxlF*	ABC transporter	0.3579	0
*glpF*	Glycerol uptake facilitor	0.3393	0
*yteP*	Transmembrane lipoprotein	0.3054	0
*ytcQ*	Lipoprotein	0.221	0
*ytcP*	ABC transporter	0.2021	0
*yybF*	Antibotic resistance protein	0.1847	0
Mobility and chemotaixs (6.45%)			
*fliL*	Flagellar protein required for flagellar formation		
*yvyG*	Flagellar protein	0.4886	0
*flgK*	Flagellar hook-associated protein 1 (HAP1)	0.4395	0
*hag*	Flagellin protein	0.3963	0
*fliK*	Flagellar hook-length control	0.3692	0
*flgL*	Flagellar hook-associated protein # (HAP3)	0.361	0
*cheV*	Modulation of cheA activity in response to attractants	0.3404	0
*fliJ*	Flagellar protein required for formation of basal body	0.2175	0
Sporulation (8.06%)			
*spmA*	Spore maturation protein	0.4981	0
*phrC*	Phosphatase regulator	0.4976	0
*cgeD*	Matyration of the outermost layer of the spore	0.4922	0
*usd*	Required for translation of spoIII D	0.4893	0
*rapG*	Response regulator aspartate phosphatase	0.4844	0
*tlp*	Small acid-soluble spore protein	0.4354	0
*phrE*	Phosphatase regulator	0.4216	0
*phrG*	Response regulator aspartate phosphatase	0.3595	0
*ywcE*	Protein required for proper spore morphogenesis and germination	0.1561	0
*csfB*	Forespore-specific protein	0.2353	0
Metabolism of carbohydrates and related molecules (9.68%)			
*abnA*	Arabinan-endo-1,5-α-L-arabinase	0.4833	0
*pdhB*	Pyruvate dehydrogenase	0.4766	0
*bglH*	β-Glucosidase	0.4239	0
*iolH*	Myo-inositol catabolism	0.4076	0
*iolG*	Myo-inositol catabolism	0.3885	0
*glpK*	Glycerol kinase	0.3478	0
*yteT*	Rhamnogalacturonyl dehydrogenase	0.299	0
*iolE*	Myo-inositol catabolism	0.2972	0
*iolD*	Myo-inositol catabolism	0.2712	0
*iolB*	Myo-inositol catabolism	0.2634	0
*iolC*	Myo-inositol catabolism	0.2609	0
*yteR*	Unsaturated rhamnogalacturonyl hydrolase	0.2221	0
Metabolism of amino acids and related molecules (9.68%)			
*argG*	Argininosuccinate synthase	0.49	0
*leuA*	2-Isopropylmalate synthase	0.4795	0
*yuxL*	Acylaminoacyl-peptidase	0.4718	0
*vpr*	Minor extracellular serine protease	0.4661	0
*leuD*	3-Isopropylmalate dehydratase	0.462	0
*ymfH*	Processing protease	0.4612	0
*leuB*	3-Inospropylmalate dehydratase	0.4476	0
*epr*	Minor extracellular serine protease	0.429	0
*argC*	N-Acetylornithine aminotransferase	0.394	0
*racX*	Amino acid racemase	0.3608	0
*ilvC*	Ketol-acid dehydratase	0.3524	0
*yaaO*	Lysine decarboxylase	0.2553	0
Metabolism of nucleotides and nucleic acids (4.03%)			
*purF*	Glutamine phosphoribosylpyrophosphate aminotransferase	0.4532	0
*purM*	Phosphoribosylglycinamidezole synthetase	0.4313	0
*purD*	Phosphoribosylglycinamide synthetase	0.4158	0
*purH*	Phosphoribosylglycinamide carboxy formyl formyltransferase	0.4008	0
*purN*	Phosphoribosylglycinamide formyltransferase	0.3243	0
Metabolism of lipids (2.42%)			
*yusK*	Acetyl-CoA C-acyltransferase	0.4973	0
*glpQ*	Glycerophosphoryl diester phosphodiesterase	0.4721	0
*yvaG*	3-Oxoacyl-acyl-carrier protein reductase	0.4424	0
Metabolism of coenzymes and prosthetic groups (0.81%)			
*folC*	Folyl-polyglutamate synthetase	0.3952	0
RNA synthesis (4.84%)			
*spo0A*	Two-component response regulator central for the initiation of sporulation	0.4924	0
*sigA*	RNA polymerase major sigma factor	0.4332	0
*abh*	Transcriptional regulator of transition state genes	0.4266	0
*yozG*	Transcriptional regulator	0.3154	0
*sigY*	RNA polymerase ECF-type sigma factor	0.2552	0
*ykoM*	Transcriptional regulator	0.2517	0
Protein synthesis (2.42%)			
*yxlE*	Negative regulator of sigma-Y antivity	0.2727	0
*yxlD*	Sigma-Y antisigma factor component	0.2629	0
*yxlC*	Sigma-Y antisigma factor	0.2276	0
Aminoacyl-tRNA synthetases (1.61%)			
*ileS*	Isoleucyl-tRNA synthetase	0.4435	0
*valS*	Valy-tRNA synthetase	0.3497	0
Detoxification (1.61%)			
*ybfO*	Erythromycin esterase	0.4784	0
*yndN*	Fosfomycin resistance protein	0.4711	0
Unknown (31.45%)			
*yisT*	Hypothetical protein	0.4827	0
*yukJ*	Hypothetical protein	0.4766	0
*ysdB*	Hypothetical protein	0.474	0
*ylxF*	Putative kinesin-like protein	0.473	0
*yrzF*	Putative serine/threonine-protein kinase	0.4723	0
*ywqH*	Hypothetical protein	0.4715	0
*ykpC*	Hypothetical protein	0.4711	0
*ypiB*	Hypothetical protein	0.4647	0
*yitR*	Hypothetical protein	0.4627	0
*yvfG*	Hypothetical protein	0.4602	0
*yhfM*	Hypothetical protein	0.4522	0
*yvaG*	Putative oxidoreductase	0.4424	0
*yqhO*	Hypothetical protein	0.4406	0
*ytzD*	Hypothetical protein	0.4349	0
*ywnF*	Hypothetical protein	0.4316	0
*yfmB*	Hypothetical protein	0.4297	0
*ypiF*	Hypothetical protein	0.4239	0
*yqhL*	Hypothetical protein	0.4205	0
*yjfB*	Hypothetical protein	0.4165	0
*yocB*	Hypothetical protein	0.4042	0
*yyaB*	Putative integral inner membrane protein	0.4036	0
*ytbQ*	Putative nucleoside-diphosphate-sugar epimerase	0.3851	0
*ybgB*	Hypothetical protein	0.3787	0
*yxbC*	Hypothetical protein	0.3598	0
*yrzL*	Hypothetical protein	0.3565	0
*yuiB*	Hypothetical protein	0.3557	0
*ykrP*	Putative integral inner membrane protein	0.3394	0
*yhzC*	Hypothetical protein	0.3291	0
*yyaO*	Hypothetical protein	0.2553	0
*yxbB*	Putative S-adenosylmethionine-dependent methyltransferase	0.2325	0
*yuiA*	Hypothetical protein	0.2091	0
*yxnB*	Hypothetical protein	0.1604	0

**Figure 4:**
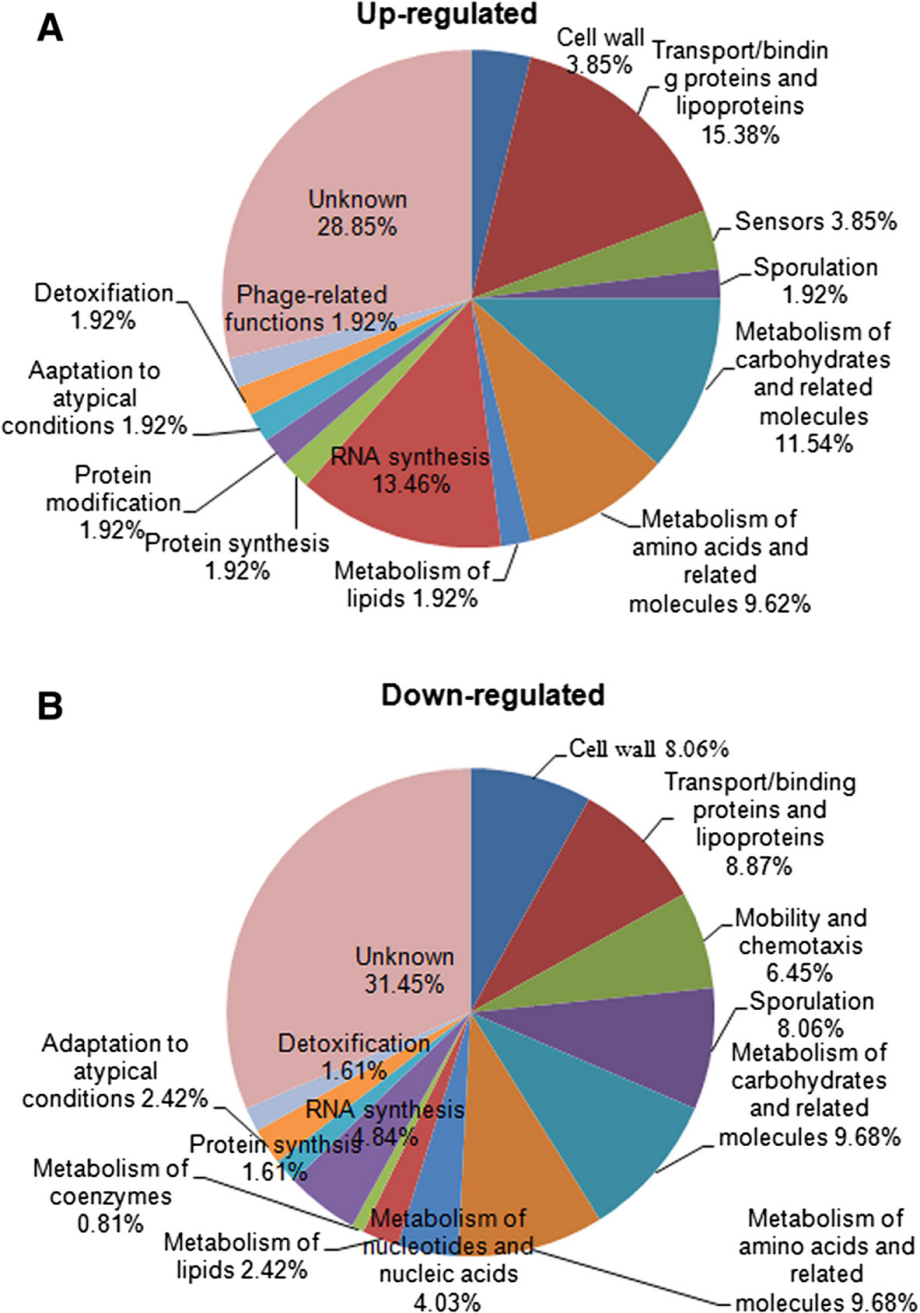
**Functional categories of** ***B. subtilis*** **OKB105 genes exhibiting altered transcription after interaction with rice seedlings.** 122 genes were of known function and classified accordingly, while 54 were of unknown function.

### Validation of microarray results by real-time PCR

Seven up-regulated and two down-regulated genes were chosen for evaluation by real-time PCR. All nine genes were confirmed as being differentially expressed in response to rice seedlings (Figure 5), which confirmed the reliability of the microarray data.

**Figure 5:**
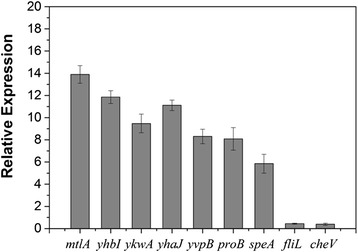
**Real**-**time PCR validation of differentially expressed genes.** Expression levels of randomly selected genes were measured using a 7500 Fast real-time PCR System. Statistically significant differences were determined using Fisher’s test (P ≤0.05).

### Differentially expressed genes with known function

Among the 176 differentially expressed genes, 122 had known functions such as involvement in aspects of metabolism, transport, mobility, and chemotaxis. Of these, four groups of genes were particularly strongly affected by rice seedlings (Figure 6).

**Figure 6:**
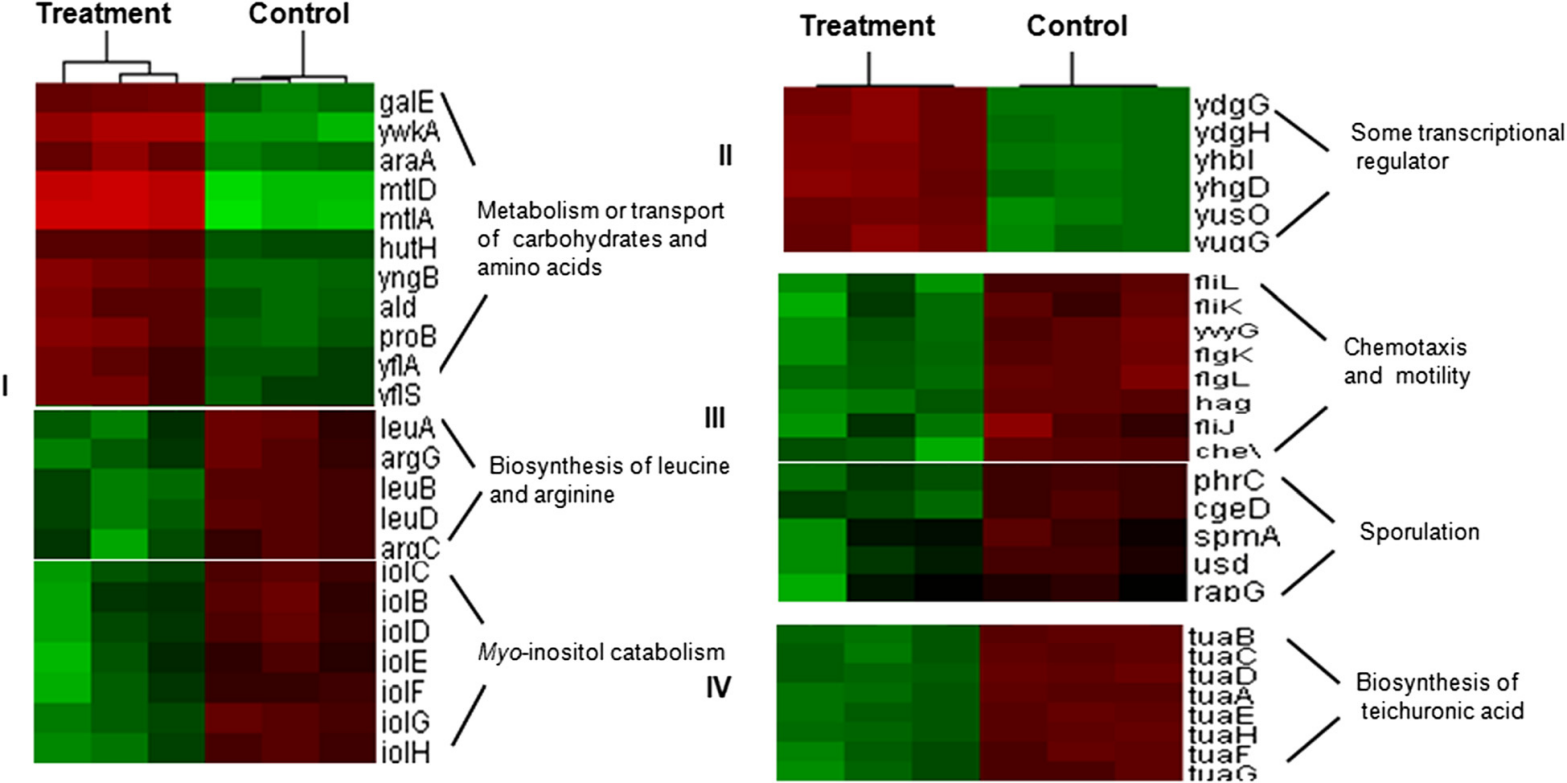
**A subset of** ***B. subtilis*** **OKB105 genes exhibiting altered expression in response to rice seedlings.** I, genes involved in metabolism or transport of carbohydrates and amino acids; II, genes associated with RNA synthesis including transcriptional regulators associated with stress responses; III, genes involved in chemotaxis, motility and sporulation; IV, genes associated with teichuronic acid biosynthesis. Cluster analysis was performed using cluster 3.0 software. Red and green indicate higher (>2.0) and lower (<0.5) ratios, respectively. Each treatment was repeated three times.

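Among genes for taking up and degrading the plant cell wall polymer rhamnogalacturonan, those that fell by more than 2-fold were a minority. All of them had yte or ytc symbols. The transporter genes ytcP and ytcQ fell from intensities of 327 ± 11.0 and 251 ± 15.5 (SD, n = 3) to 66.3 ± 6.95 and 55.4 ± 3.98 with rice, log2 fold changes of −2.31 and −2.18 (standard errors 0.11 and 0.10, adjusted p = 2.91e-06 for each). The intensity of yteR, a hydrolase gene, fell from 176 ± 10.0 to 39.2 ± 2.82, and that of yteT from 170.1 ± 10.3 to 51.2 ± 7.91. Of 20 genes of rhamnogalacturonan utilization, 7 fell (7 adjusted over the list alone) and none rose (list median −0.17, adjusted p = 0.000784 from limma's camera test). With an estimated correlation the adjusted p was 0.436. The 7 were yteP, yteR, yteS, yteT, yteU, ytcP and ytcQ, and no listed gene with a yes symbol was called. The gene yteQ, which is not on the list, also fell (log2 fold change −1.87). The list was made because some members stand in Table 1, so it is not independent evidence. Table 1 assigns 35 different genes to the metabolism of carbohydrates or amino acids, and of these 10 rose and 22 fell. Of the other 3, yuxL and yaaO were not called and speA was not tested under that symbol. The gene cad, which has the value that Table 1 gives for speA, rose (log2 fold change 1.18).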

(1) 43 genes involved in metabolism or transport of carbohydrates or amino acids were significantly altered in response to rice seedlings. Of these, *galE* and *yngB* (galactose metabolism), *araA* (arabinose utilization) and *mtlD* (mannose metabolism) were upregulated in response to rice seedlings. 

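The mannitol-phosphate dehydrogenase gene mtlD rose from an intensity of 220.2 ± 15.8 (SD, n = 3) in the control arrays to 1225 ± 42.8 (SD, n = 3) with rice (log2 fold change 2.48, standard error 0.10, adjusted p = 2.33e-06 from limma). The gene yngB, for a UDP-glucose pyrophosphorylase, rose from 882 ± 12.6 to 2325 ± 179.9 (log2 fold change 1.40, standard error 0.10, adjusted p = 2.98e-05). The arabinose isomerase gene araA rose from 175 ± 11.0 to 476 ± 53.4 (log2 fold change 1.44, standard error 0.11, adjusted p = 5.01e-05). Both measured genes of mannitol utilization rose. Of 12 genes of arabinose utilization, araA rose, abnA, an arabinanase gene, fell (log2 fold change −1.05, standard error 0.10, adjusted p = 0.000108), and 10 were not called (camera adjusted p = 0.713). The study chose these pathways on the same arrays, so the counts are not independent evidence.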

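The proline synthesis gene proB rose from an intensity of 219 ± 12.8 (SD, n = 3) to 558 ± 62.8 (SD, n = 3) with rice (log2 fold change 1.35, standard error 0.11, adjusted p = 7.36e-05 from limma). The alanine dehydrogenase gene ald rose from 367 ± 16.8 to 864 ± 79.6 (log2 fold change 1.23, standard error 0.11, adjusted p = 7.36e-05), and the histidine ammonia-lyase gene hutH from 306 ± 8.67 to 616 ± 18.1 (log2 fold change 1.01, standard error 0.09, adjusted p = 0.000102). Of 20 genes of amino acid degradation, ald and hutH rose, none fell and 18 were not called (camera adjusted p = 0.972, list median −0.21 and mean of opposite sign). Without the limit on fold, 5 of the 20 were higher and 3 lower at an adjusted p under 0.05. Among genes of branched-chain amino acid biosynthesis, ilvC fell furthest, from 1974 ± 387 to 711 ± 241 (log2 fold change −1.50, standard error 0.23, adjusted p = 0.00139), and leuA, leuB and leuD fell by 1.06, 1.16 and 1.11 on the log2 scale. Of the 9 genes of this pathway 5 fell (5 adjusted over the list alone) and none rose (list median −1.04, camera adjusted p = 0.00297, and adjusted p = 0.316 with an estimated correlation). The arginine genes argC and argG fell from 385 ± 37.6 to 157 ± 49.9 and from 2360.3 ± 238 to 1161 ± 173, by 1.34 and 1.03 on the log2 scale, and 7 of the 9 arginine genes were not called (camera adjusted p = 0.0784). The study discusses these pathways from the same arrays, so the counts are not independent evidence. After cyclic loess, leuA, leuB and argG were no longer called, and only 2 genes of the branched-chain list and 1 of the arginine list were. Calls of leuA (−1.18 to −0.95 with 1 array left out), argG (−1.14 to −0.92) and hutH (0.99 to 1.04) also ended without control replicate 1, of leuA and hutH without rice replicate 1 and of argG and hutH without rice replicate 2. The call of hutH ended after median centring too (log2 fold change 0.95).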

Genes *proB*, *ald*, *hutH*, involved in proline, alanine, and histidine metabolism respectively, were also upregulated, while genes involved in leucine (*leuA*, *leuB*, *leuD*) and arginine (*argC*, *argG*) biosynthesis were downregulated. 

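The mannitol transporter gene mtlA rose 5.78-fold, from an intensity of 139.7 ± 12.7 (SD, n = 3) to 806 ± 42.4 (SD, n = 3) with rice (log2 fold change 2.53, standard error 0.11, adjusted p = 2.67e-06 from limma). The amino acid carrier gene yflA rose from 58.2 ± 3.29 to 123 ± 13.2 (log2 fold change 1.07, standard error 0.11, adjusted p = 0.000186). The transporter gene yflS, counted here with malate and citrate uptake, rose from 59.4 ± 5.00 to 124 ± 17.2 (log2 fold change 1.06, standard error 0.13, adjusted p = 0.000425). After cyclic loess neither yflA nor yflS was called. The call of yflS also ended after median centring and without control replicate 1, rice replicate 1 or rice replicate 2, with a log2 fold change of 0.99 to 1.18 when 1 array was left out.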

Genes encoding proteins involved in carbohydrate and amino acid transport such as *yfls*, *yflA*, and *mtlA* were also stimulated. This finding is perhaps not surprising because malate, glucose, arabinose, mannose, glucuronic acid, histidine, proline, leucine, alanine and arginine are all present in rice root exudates cultured in hydroponic conditions [23,24]. In this study, *ywkA* involved in malate metabolism, was upregulated. 

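The malic enzyme gene ywkA rose 4.12-fold, from an intensity of 409.8 ± 36.1 (SD, n = 3) without rice to 1687 ± 122 (SD, n = 3) with rice (log2 fold change 2.04, standard error 0.11, adjusted p = 6.74e-06 from limma). Beside it, ywkB, a gene for a membrane protein, rose from 163 ± 27.1 to 366 ± 32.6 (log2 fold change 1.18, standard error 0.14, adjusted p = 0.000379). Of 11 genes for the uptake and oxidation of malate and citrate, ywkA, ywkB and yflS rose, none fell and 8 were not called (list median 0.54, camera adjusted p = 0.0411). With an estimated correlation the adjusted p was 0.279. Without the limit on fold, 5 of the 11 genes were higher and 2 lower at an adjusted p under 0.05. The study discusses malate from these arrays, so the list is not independent evidence. The camera adjusted p was above 0.05 without rice replicate 2 or 3 (range 0.0209 to 0.114 with 1 array left out).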

Malate has been reported to specifically attract *B. subtilis* in an isomer- and dose-dependent manner [22], suggesting that root exudates serve as energy sources and attractants in the interaction between roots and rhizobacteria. On the other hand, *B. subtilis* OKB105 cells not exposed to rice seedlings may be induced to sporulate due to a lack of energy that would otherwise be provided by the rice seedlings. Correspondingly, bacterial metabolism may remain low, and genes involved in the metabolism of carbohydrates or amino acids may be upregulated in response to rice seedlings.

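Inositol genes fell in every rice array. The intensity of iolC, for a kinase of the pathway, fell from 687 ± 70.1 (SD, n = 3) to 188 ± 61.4 (SD, n = 3) with rice (log2 fold change −1.93, standard error 0.23, adjusted p = 0.000363 from limma). That of iolB, an isomerase gene, fell from 571 ± 133 to 159 ± 67.8 (log2 fold change −1.92, standard error 0.33, adjusted p = 0.00255), and those of iolD and iolE by 1.88 and 1.75 on the log2 scale. The inositol dehydrogenase gene iolG fell from 293 ± 21.6 to 114 ± 14.9 (log2 fold change −1.36, standard error 0.12), and iolF and iolH by 1.09 and 1.29 on the log2 scale. Of 13 inositol genes, 8 fell by more than 2-fold (8 adjusted over the list alone), none rose, and all 13 were lower at an adjusted p under 0.05. The list had a median of −1.17 (adjusted p = 3.85e-07 from limma's camera test, and adjusted p = 0.279 with an estimated correlation). The study discusses the operon from these arrays, so this is not independent evidence. All 8 called genes were lowest in rice replicate 1, and without that array 7 were called and their median log2 fold change moved from −1.56 to −1.28, with iolF at −0.88 not called. The least significant difference test after adjustment did not call iolB and iolE.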

Genes in the *B. subtilis* inositol operon (*iolB*, *iolC*, *iolD*, *iolE*, *iolF*, *iolG*, *iolH*), involved in *myo*-inositol catabolism, were downregulated. Previous reports suggested glucose is the main sugar found in rice root exudates, and DNA microarray results indicated that the *iol* operon was repressed by glucose through catabolite repression [23,25]. In summary, the presence of glucose inhibited the expression of genes involved in inositol metabolism.

(2) 13 genes associated with RNA synthesis including stress response transcriptional regulators were significantly upregulated. Among these, *ydgG* and *yhbI* showed the biggest changes (*ydgG*, 13.515-fold; *yhbI*, 7.9016-fold). These genes belong to the MarR transcriptional regulator family that has been reported to regulate expression of proteins conferring resistance to multiple antibiotics, organic components, detergents, and oxidative stress agents [26-28]. 

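The 7 genes that Table 1 lists under RNA regulation among its up-regulated genes, ydgG, yhbI, yhgD, yhcB, fruR, yugG and yusO, all rose. The intensity of yusO, for a MarR family regulator, rose from 576 ± 34.9 (SD, n = 3) to 1265 ± 25.7 (SD, n = 3) with rice (log2 fold change 1.14, standard error 0.10, adjusted p = 7.12e-05 from limma), and that of yugG, for an Lrp family regulator, from 396 ± 25.5 to 891 ± 65.1 (log2 fold change 1.17, standard error 0.10, adjusted p = 9.64e-05). The fructose operon repressor gene fruR rose from 243 ± 14.6 to 590.4 ± 87.2 (log2 fold change 1.27, standard error 0.13, adjusted p = 0.000143). The 6 genes that the table lists under RNA synthesis among its down-regulated genes, spo0A, sigA, abh, yozG, sigY and ykoM, all fell. The MarR family gene ykoM fell from 438 ± 10.2 to 111 ± 15.7 (log2 fold change −1.99, standard error 0.12, adjusted p = 1.29e-05), and sigA, for the main sigma factor, from 3392 ± 219.7 to 1479.9 ± 233 (log2 fold change −1.21, standard error 0.13, adjusted p = 0.000229). The sigma factor gene sigY fell from 1155 ± 48.2 to 296 ± 30.0. All 6 genes of its operon fell, with a median of −1.91 (camera adjusted p = 3.85e-07, and adjusted p = 0.277 with an estimated correlation). The study chose these genes on the same arrays, so the counts are not independent evidence.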

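The regulator genes ydgG, yhbI and yhgD rose together with genes next to them. The intensity of ydgG rose 13.5-fold, from 29.0 ± 2.28 (SD, n = 3) without rice to 397 ± 79.9 (SD, n = 3) with rice (standard error 0.15, adjusted p = 2.33e-06 from limma). Beside it, ydgH, for a predicted exporter, rose 10.3-fold, from 45.4 ± 6.03 to 468 ± 71.9 (log2 fold change 3.36, standard error 0.15, adjusted p = 2.69e-06). The regulator gene yhbI rose 7.90-fold, from 156 ± 10.5 to 1238 ± 136 (log2 fold change 2.98, standard error 0.12, adjusted p = 2.33e-06). Its neighbours yhbJ and yhcA, for parts of a predicted export system, rose from 123 ± 15.0 to 661 ± 146 and from 344 ± 15.4 to 1819 ± 210.4. Another regulator gene, yhgD, of the TetR family, rose 7.52-fold, from 184 ± 10.6 to 1394 ± 210.1 (log2 fold change 2.91, standard error 0.13, adjusted p = 2.69e-06). With each gene represented by its brightest probe set, ydgG had the highest fold change of the 4136 genes tested, followed by ydgH, yhbI and yhgD, while another probe set of ydgH rose 16.1-fold (log2 fold change 4.01).

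**Figure D2:**
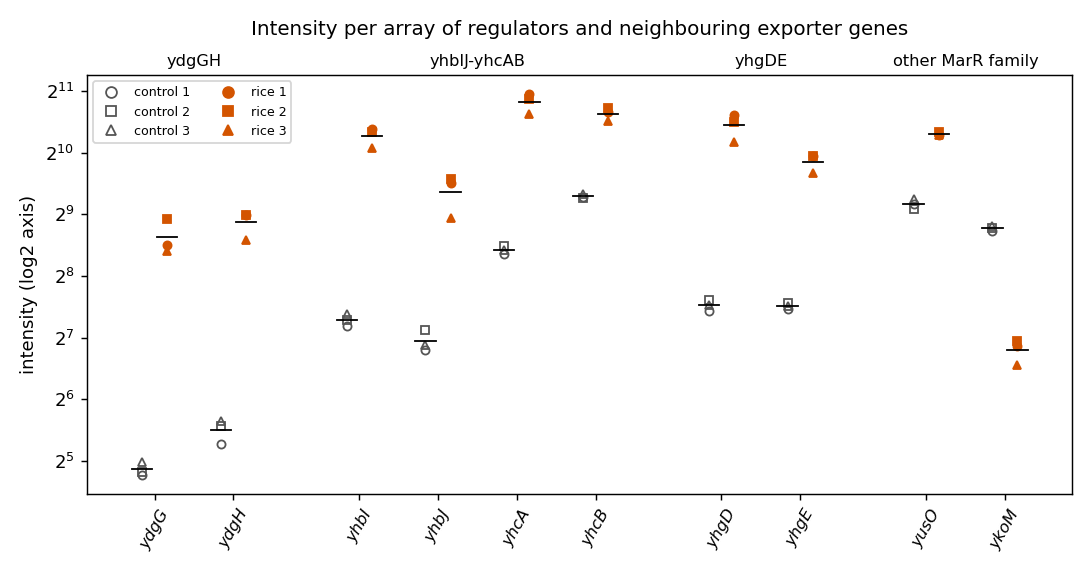
Intensity on a log2 axis in each of the 6 arrays for 10 regulator and neighbouring genes, with open grey symbols for control arrays, filled orange symbols for rice arrays, a shape for each replicate and a bar at each group's mean. All genes shown except ykoM lie higher in every rice array than in every control array, and ykoM lies lower.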

During growth, rice may produce compounds such as momilactone B and 5-resorcinol which are harmful to rhizobacteria [29,30]. Upregulation of stress-associated transcriptional regulators may assist rhizobacteria to adapt to environmental changes and confer a competitive advantage in the rhizosphere.

(3) The third group of genes associated with chemotaxis, motility and sporulation were downregulated. Amino acids and sugars in root exudates act as attractants that cause microorganisms to move towards roots [31]. We might expect chemotaxis and motility-associated genes such as *cheV*, *fliL*, and *flgK* to be upregulated, but these were downregulated in this study. This may be due to the different detection times employed. 

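The flagellin gene hag fell from an intensity of 5829 ± 119.7 (SD, n = 3) to 2319 ± 256 (SD, n = 3) with rice (log2 fold change −1.34, standard error 0.11, adjusted p = 5.87e-05 from limma). The hook-associated protein genes flgK and flgL fell by 1.19 and 1.47 on the log2 scale, flgK from 1204 ± 64.6 to 531 ± 55.7 and flgL from 743 ± 68.1 to 268 ± 15.8. In the flagellar and chemotaxis operon, fliJ fell from 304 ± 117 to 66.6 ± 27.1 (log2 fold change −2.20, standard error 0.31, adjusted p = 0.000915), fliK from 449 ± 48.4 to 170.0 ± 48.6 (log2 fold change −1.44, standard error 0.20, adjusted p = 0.000765), and fliL from 210.3 ± 11.0 to 105 ± 18.3 (log2 fold change −1.02, standard error 0.13, adjusted p = 0.000594). The coupling protein gene cheV fell from 189 ± 9.92 to 65.9 ± 16.5 (log2 fold change −1.55, standard error 0.18, adjusted p = 0.000309). Of 30 genes of the operon, 5 fell (5 adjusted over the list alone) and none rose (list median −0.44, camera adjusted p = 2.10e-07, and adjusted p = 0.279 with an estimated correlation). Of 15 late flagellar and motor genes, 4 fell (4 adjusted over the list alone) and none rose (list median −0.61, camera adjusted p = 2.74e-06, and adjusted p = 0.279 with an estimated correlation). Of 12 chemoreceptor and other chemotaxis genes outside the operon, cheV fell and 11 were not called (list median −0.49, camera adjusted p = 0.0503, and adjusted p = 0.316 with an estimated correlation). The study discusses these functions from the same arrays, so the counts are not independent evidence. The call of fliL ended without control replicate 3, rice replicate 1 or rice replicate 3 (−1.15 to −0.94 with 1 array left out), and 3 genes of the operon were called without rice replicate 1. The camera test of the chemotaxis genes outside the operon passed under cyclic loess, with replicate number as a block, and without control replicate 2 or rice replicate 1 (0.0372 to 0.0652 with 1 array left out).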

Upon initiation of the interaction process, bacteria recognize plant signals and move towards plant roots. Bacterial motility in the rhizosphere involves several processes such as chemotaxis, flagella-driven motility, swarming, and production of surfactants [32-35]. Expression of *srfAA* and *sinI* were significantly altered after interacting with rice for only 15 min (Figure 2), indicating that the bacteria may well have finished migrating towards the roots by 2 h. In order to conserve energy, expression of genes associated with chemotaxis and motility could remain at a low level. In addition, the rapid surface motility of bacteria may be independent of flagella [36], which may also explain the downregulation of these genes.

Sporulation in *B. subtilis* can be induced by starvation of carbon, nitrogen and phosphorus. 

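With rice, the signalling peptide gene phrC fell from an intensity of 1608 ± 42.6 (SD, n = 3) to 804 ± 98.6 (SD, n = 3), a change of log2 fold change −1.01, standard error 0.11, adjusted p = 0.000270 from limma. The spore maturation gene spmA fell from 969.7 ± 220.5 to 504 ± 191 (log2 fold change −1.01, standard error 0.30, adjusted p = 0.0288), cgeD, of spore coat maturation, from 210.0 ± 12.8 to 104 ± 12.1 (log2 fold change −1.02, standard error 0.12, adjusted p = 0.000281), and usd from 759 ± 96.6 to 382 ± 112 (log2 fold change −1.03, standard error 0.21, adjusted p = 0.00626). The response regulator phosphatase gene rapG had 127 ± 19.9 without rice and 71.1 ± 39.3 with rice (log2 fold change −1.05, standard error 0.43, adjusted p = 0.0917) and did not pass the test. Of 18 genes of Rap phosphatases and Phr peptides, phrG, phrE and phrC fell, rapF rose and 14 were not called. The peptide gene phrG fell from 1819 ± 311 to 705 ± 321 (log2 fold change −1.48, standard error 0.33, adjusted p = 0.00888), and rapF rose from 413 ± 3.97 to 1001 ± 141 (log2 fold change 1.27, standard error 0.12, adjusted p = 0.000134). The peptide gene phrE fell by 1.25 on the log2 scale (−1.59 to −0.84 with 1 array left out, not called without control replicate 1 or 2 or rice replicate 1). This list had a median of −0.60 (camera adjusted p = 0.0196, and adjusted p = 0.315 with an estimated correlation). Of its genes, 1 to 4 were called down with 1 array left out, and 2 after cyclic loess. The study discusses sporulation from these arrays, so the count is not independent evidence. Without rice replicate 1 only cgeD of spmA, phrC, cgeD, usd and rapG was called, and their median log2 fold change moved from −1.02 to −0.77. With 1 array left out, the log2 fold change was −1.21 to −0.63 for spmA, −1.09 to −0.92 for phrC, −1.22 to −0.77 for usd, −1.09 to −0.93 for cgeD and −1.39 to −0.43 for rapG, and calls also ended without control replicate 1 (spmA, usd), control replicate 2 (all 4) or rice replicate 3 (cgeD). After cyclic loess cgeD alone of them was called, and with robust eBayes settings spmA and phrE were not called. The least significant difference test did not call spmA and phrE and, after adjustment, usd and phrG.

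**Figure D3:**
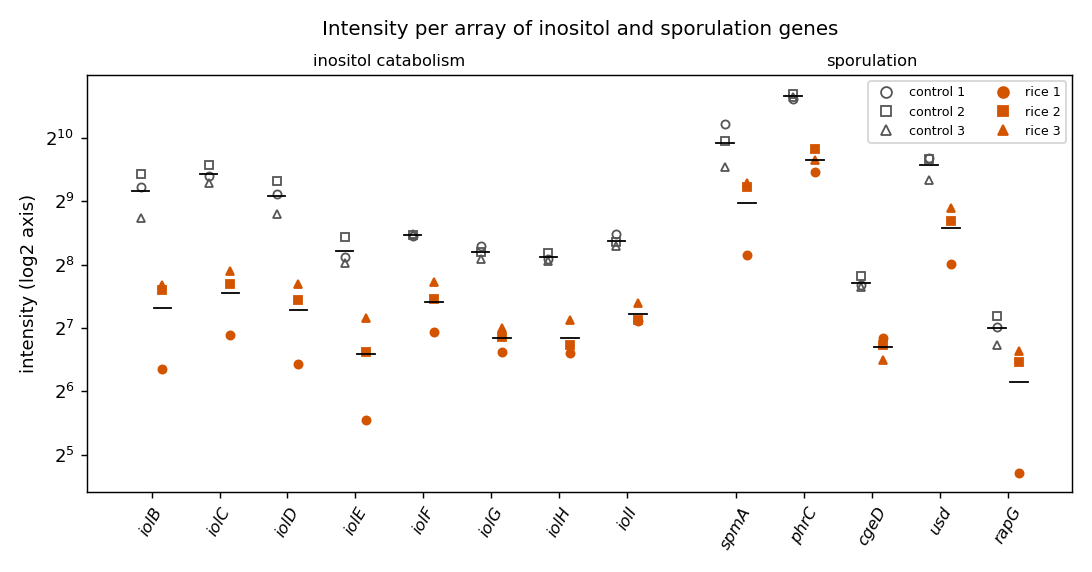
Intensity on a log2 axis in each of the 6 arrays for 8 inositol genes and 5 sporulation genes, with open grey symbols for control arrays, filled orange symbols for rice arrays, a shape for each replicate and a bar at each group's mean. Rice replicate 1 (orange circles) is the lowest array for all 8 inositol genes and for 4 of the 5 sporulation genes.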

In this study, five genes (*spmA*, *phrC*, *cgeD*, *usd*, *rapG*) involved in sporulation were downregulated after interaction with rice. This may be explained by root exudates supplying the energy required for the dynamic *B. subtilis* cells. Alternatively, *B. subtilis* can lie dormant as if energy is in short supply or when encountering a hostile environment. During plant-microbe interactions both plants and PGPR receive mutual benefits, and it is viable microbial cells rather than dormant spores that interact with rice seedlings. This may explain why genes related to sporulation were down-regulated during the detection time in this study.

(4) The fourth group of genes exhibiting altered expression levels upon interaction with rice seedlings were associated with teichuronic acid biosynthesis. Anionic polymers make up 35-60% of the entire dry weight of the vegetative cell wall in *B. subtilis*, of which teichoic and teichuronic acids are the main types. When phosphate is sufficient, teichoic acids are present, whereas teichuronic acids predominate under phosphate-limiting conditions [37-39]. 

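Among the genes of teichuronic acid biosynthesis, tuaE fell furthest, from an intensity of 1176 ± 53.0 (SD, n = 3) to 335 ± 31.2 (SD, n = 3) with rice (log2 fold change −1.82, standard error 0.11, adjusted p = 9.85e-06 from limma). The intensity of tuaH fell from 1088 ± 36.0 to 347 ± 19.6 (log2 fold change −1.65, standard error 0.10, adjusted p = 9.40e-06), and that of tuaB from 2086 ± 39.2 to 805 ± 54.1 (log2 fold change −1.38, standard error 0.10, adjusted p = 2.89e-05). All 8 tua genes fell (8 adjusted over the list alone), with log2 fold changes of −1.82 to −1.14 (list median −1.35, camera adjusted p = 2.10e-07, and adjusted p = 0.279 with an estimated correlation). This list follows the study, so its count is not independent evidence. Of 12 other genes of the regulon that responds to phosphate limitation, 5 fell (5 adjusted over the list alone) and none rose (list median −0.85, camera adjusted p = 0.000222, and adjusted p = 0.279 with an estimated correlation). The 4 largest falls were in the phosphate uptake operon, with yqgJ falling from 3705 ± 101 to 1510.5 ± 84.8 (log2 fold change −1.30, standard error 0.10, adjusted p = 3.51e-05) and yqgI, yqgK and yqgH by 1.25, 1.15 and 1.11 on the log2 scale. For teichoic acid biosynthesis, limma called 0 of the 10, and the SAM-type q and the least significant difference test each called 0, while at an unadjusted p under 0.05 0 were higher and 9 lower. Its members with the smallest p were tagF (log2 fold change −0.91, standard error 0.12, adjusted p = 0.000530) and tagB (log2 fold change −0.85, standard error 0.12, adjusted p = 0.000747), and the list had a median of −0.44 (camera adjusted p = 0.00146, and adjusted p = 0.347 with an estimated correlation). After cyclic loess tuaD, yqgH and yqgK were no longer called, 2 of the 12 phosphate genes were, and tagF was called down.

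**Figure D4:**
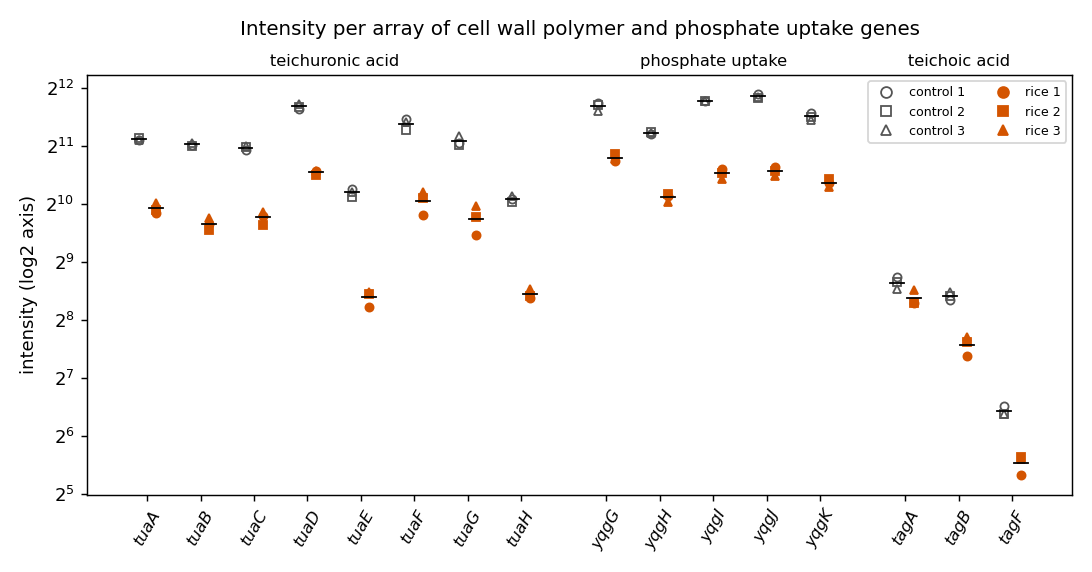
Intensity on a log2 axis in each of the 6 arrays for 8 teichuronic acid, 5 phosphate uptake and 3 teichoic acid genes, with open grey symbols for control arrays, filled orange symbols for rice arrays, a shape for each replicate and a bar at each group's mean. All 8 tua genes lie lower in every rice array than in every control array.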

In this study, the *tua* operon (*tuaA*, *tuaB*, *tuaC*, *tuaD*, *tuaE*, *tuaF*, *tuaG*, *tuaH*) involved in teichuronic acid biosynthesis was repressed in response to rice seedlings, indicating that phosphate was sufficient and non-limiting in the rice-*B. subtilis* OKB105 interaction.

## Discussion

In the present study, a global analysis of transcription in *B. subtilis* OKB105 in response to rice seedlings was performed using microarray experiments. A total of 43 genes associated with metabolism or transport of carbohydrates and amino acids exhibited differential expression. Genes involved in metabolism or transport of carbohydrates and amino acids were upregulated, while genes associated with amino acid biosynthesis were downregulated. Genes involved in inositol metabolism (*iolB*, *iolC*, *iolD*, *iolE*, *iolG*, *iolH*) were also downregulated due to suppression by glucose [40]. Nearly a quarter of the genes exhibiting altered expression were involved in transport or utilization of nutrients, suggesting rhizobacteria use carbohydrates and amino acids released by plants as energy sources.

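In central metabolism, pdhB, for a subunit of pyruvate dehydrogenase, fell from an intensity of 899 ± 17.9 (SD, n = 3) to 430.1 ± 43.5 (SD, n = 3) with rice (log2 fold change −1.07, standard error 0.11, adjusted p = 0.000148 from limma), while mmgD, for a citrate synthase, rose from 269 ± 8.06 to 541 ± 39.5 (log2 fold change 1.01, standard error 0.10, adjusted p = 0.000142). Of 15 genes of glycolysis, pdhB fell, none rose and 14 were not called (list median −0.20, camera adjusted p = 0.0488, and adjusted p = 0.475 with an estimated correlation). Of 13 genes of the tricarboxylic acid cycle, mmgD rose, none fell and 12 were not called (list median 0.21, camera adjusted p = 0.117). These lists were not taken from the study, although pdhB and mmgD stand in Table 1. The enolase gene eno had a log2 fold change of −0.64 (standard error 0.10, adjusted p = 0.00162) and the citrate synthase gene citZ one of 0.71 (standard error 0.09, adjusted p = 0.000593), both under the limit of 2-fold. Calls ended for pdhB after cyclic loess and without rice replicate 3 (−1.11 to −0.98 with 1 array left out), and for mmgD after median centring and without control or rice replicate 1 (0.95 to 1.04). The camera adjusted p of glycolysis ranged from 0.0304 to 0.0792 with 1 array left out and was above 0.05 without control replicate 1 or 3 or rice replicate 1 or 3. After cyclic loess the glycolysis list had a median of −0.01. From the share of genes for transport or use of nutrients, the paper proposes that rhizobacteria use carbohydrates and amino acids from plants as energy sources.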

Transcriptional regulators associated with stress responses were also affected. Rice seedlings not only produce nutrients but also release harmful compounds such as momilactone B and 5-resorcinol [29,30]. 

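Of 18 genes for MarR family regulators, ydgG, yhbI and yusO rose, ykoM fell and 14 were not called (camera adjusted p = 0.169). Of 16 genes listed for multidrug efflux, 5 rose (5 adjusted over the list alone) and none fell (list median 0.55, camera adjusted p = 0.000182, and adjusted p = 0.277 with an estimated correlation). The 5 include yhcB, which lies beside yhcA and which Table 1 gives under RNA regulation as a Trp repressor binding protein. Also among the 5, yxkD, for a predicted efflux protein, rose from an intensity of 43.8 ± 6.84 (SD, n = 3) to 122 ± 11.0 (SD, n = 3) with rice (log2 fold change 1.48, standard error 0.14, adjusted p = 0.000110 from limma). The study discusses these families from the same arrays, so the counts are not independent evidence. The following stress lists were not taken from the study. For the response to phenolic and quinone compounds, limma called 0 of the 17, and the SAM-type q and the least significant difference test each called 0, while at an unadjusted p under 0.05 4 were higher and 2 lower. For heat shock chaperones and Clp proteases, limma called 0 of the 19, and the SAM-type q and the least significant difference test each called 0, while at an unadjusted p under 0.05 4 were higher and 6 lower. Of 12 genes of peroxide and thiol stress, yklA, for an organic peroxide resistance protein, rose from 91.0 ± 6.88 to 323 ± 56.2 (log2 fold change 1.82, standard error 0.14, adjusted p = 4.24e-05), none fell and 11 were not called. Of 30 genes of the general stress response, rsbX, for a phosphatase of its control pathway, rose from 438 ± 28.3 to 959 ± 118 (log2 fold change 1.13, standard error 0.12, adjusted p = 0.000205), none fell and 29 were not called. Its sigma factor gene sigB had a log2 fold change of 0.92 (standard error 0.13, adjusted p = 0.000747) and was called up after cyclic loess and without rice replicate 3 (0.84 to 1.04 with 1 array left out). The camera adjusted p was 0.447 for the phenolic list, 0.833 for heat shock, 0.117 for peroxide and 0.634 for general stress. Without the limit on fold, 1 peroxide gene was higher and 4 were lower at an adjusted p under 0.05. Among the general stress genes, 7 were higher and 8 lower.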

In response to these harmful substances, several genes belonging to the MarR family of transcriptional regulators were upregulated. MarR family proteins have been reported to regulate the expression of proteins conferring resistance to multiple antibiotics, organic components, detergents, and oxidative stress agents [26-28]. This observation may reflect the adaptability of *B. subtilis*, which is important among the highly competitive microbial communities vying to reside in the rhizosphere.

Many *Bacillus* species have been reported to stimulate plant growth under different conditions [41,42]. The beneficial effects conferred by *Bacillus* species on plants may operate directly via enhanced provision of nutrients, phytohormones or volatiles, or indirectly through production of antibiotics and induction of plant resistance mechanisms (ISR) [8]. 

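No gene for the volatiles acetoin and butanediol or for putative steps of auxin synthesis passed the test. The acetoin genes alsS and alsD had intensities of 44.8 ± 3.40 and 46.5 ± 3.85 (SD, n = 3) without rice and 47.7 ± 6.34 and 43.6 ± 11.4 (SD, n = 3) with rice (log2 fold changes 0.08 and −0.12, standard errors 0.12 and 0.17, adjusted p = 0.625 and 0.605). The butanediol dehydrogenase gene ydjL had 2166 ± 186 and 2313 ± 196 (log2 fold change 0.10, standard error 0.11, adjusted p = 0.537). The smallest p were those of alsR, the regulator of the acetoin operon (log2 fold change 0.35, standard error 0.15, adjusted p = 0.0953), and of yhcX (log2 fold change −0.32, standard error 0.15, adjusted p = 0.121), a putative auxin gene like ysnE and dhaS. For these 7 genes, limma called 0 of the 7, and the SAM-type q and the least significant difference test each called 0, while at an unadjusted p under 0.05 1 were higher and 0 lower. Such a list was drawn up without regard to these arrays, and its camera adjusted p was 0.810. In simulated data of the same size, 46 of 50 genes with a 2.5-fold change and 0 of 50 with a 1.5-fold change were called, since calls need more than 2-fold. The simulation gave both groups the same SD and drew it without regard to brightness. It therefore cannot tell what would be detected at dim probe sets such as those of alsS and alsD.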

In the present study, *B. subtilis* OKB105 suspension increased shoot length by 25.2%, while genes related to plant growth were not up or downregulated. This phenomenon may be explained by at least three reasons: (1) plant-microbe interactions are highly complex. Within the time frame of the experiments conducted, *B. subtilis* began to utilize nutrients released by the plant and started to adapt to the changing environment, but the time for production of plant growth promoting substances may have been insufficient, (2) not all bacterial cells in contact with plants necessarily establish a productive interaction, therefore the effects may be diluted below detection levels as the cell populations are averaged, (3) the functions of some differentially expressed genes remain unknown, and this increases the difficulty of studying plant-microbe interactions. Determination of the molecular mechanisms involved in plant-rhizobacteria interactions requires much further study.

## Conclusion

Global analysis of transcription in *B. subtilis* OKB105 in response to rice seedlings was performed using microarray experiments. A total of 176 genes representing 3.8% of the *B. subtilis* strain OKB105 transcriptome showed significantly altered expression levels in response to rice seedlings. Differentially expressed genes were mainly involved in metabolism and transport of nutrients, stress responses, chemotaxis, motility, sporulation and teichuronic acid biosynthesis. The results had indicated that *B. subtilis* OKB105 could utilize carbohydrates and amino acids released by rice as energy sources, and then OKB105 migrates towards and establishes a relationship with rice. During the interaction process, OKB105 may enhance self-adaptability and cell viability in rhizosphere by inducing the expression of some transcriptional regulators and repressing sporulation-related genes expression, respectively. However, potential genes related to plant growth were not detected. More studies are needed to illustrate the nature of the complex plant-microbe interactions.

## Methods

### Preparation of *B. subtilis* OKB105 suspension

*B. subtilis* OKB105 was grown in LB at 37°C for 12 h. Cells were harvested by centrifugation at 8000 rpm for 15 min at 4°C, resuspended in distilled water and adjusted to a final concentration of 10^6^ cfu ml^-1^.

### Effects of *B. subtilis* on rice growth

The growth-promoting activity of *B. subtilis* OKB105 on rice was tested according to the standard roll towel method [14]. Rice seeds (cultivar 9311) were surface sterilized with 70% (v/v) ethanol for 1 min, disinfected with 5% (w/v) sodium hypochlorite for 15 min, and washed three times with sterile distilled water. After surface sterilization, rice seeds were soaked in bacterial suspensions for 2 h, blotted dry, placed in wet blotters and incubated in a growth chamber at 28°C for 10 days. Seeds soaked in sterile water were used as the control. The shoot and root lengths of rice seedlings were measured after 10 days. Each treatment included 30 seedlings and was repeated five times, and all experiments were repeated three times.

### *B. subtilis*-rice interactions

Surface-sterilized rice seeds were germinated in Petri dishes at 28°C for 3 days. Germinated seeds were transplanted into 10 individual sterile vessels, and each vessel containing 30 rice seedings was incubated at 28°C. After 7 days of growth, 50 ml 10^6^ cfu/ml *B. subtilis* OKB105 suspension was added. To determine the most suitable interaction time for subsequent transcription microarray analysis, rice seedlings were removed at 15 min, 30 min, and 1, 2, 4, 6, 8, 10 and 12 h. OKB105 cells not in physical contact with rice seedlings and cells washed from roots were collected by centrifugation at 4000 rpm for 30 min at 4°C and used for RNA extraction. *B. subtilis* OKB105 suspensions not interacting with rice were used as a control. Expression of genes involved in biofilm formation and nutrient degradation was detected using real-time PCR. The experiment was repeated three times.

### Total RNA extraction and microarray analysis

50 ml 10^6^ cfu/ml *B. subtilis* OKB105 suspensions incubated with 30 rice seedlings for 2 h were harvested for microarray analysis, and OKB105 cells not interacting with rice were used as a control. Total RNA was extracted using the Bacterial RNA Kit (Omega Bio-Tek, Norcross, GA, USA) according to the manufacturer’s instructions. Random priming cDNA synthesis, cDNA fragmentation and terminal labeling with biotinylated GeneChip DNA labeling reagent, and hybridization to the Affymetrix *Bacillus subtilis* Genome Array GeneChip were carried out by CapitalBio (CapitalBio Corporation, Beijing, China). The *Bacillus subtilis* genome array was custom designed by Affymetrix (Santa Clara, Calif.) using the published DNA sequence (GenBank accession no. NC_000964) [43]. The array contained probe sets to interrogate approximately 4,350 ORFs and 600 intergenic regions with an additional 45 control probe sets, and detects the antisense strand of the *B. subtilis* transcript. This design was completed as a custom design for Genencor International, Inc. in June 1998 and made available broadly in 2002. EST data used in the experimental design was from the *Bacillus subtilis* Genome Sequencing Project of the Institut Pasteur 10.1, December 1997. Each treatment was repeated three times.

Microarray data were collected and analyzed using the Affymetrix GeneChip Command Console software. And then further analyzed using hierarchical clustering with average linkage. Finally, tree visualization was performed with Java Treeview (Stanford University School of Medicine, Stanford, CA, USA). Transcripts were designated as significantly differentially expressed when they exhibited at least a 2-fold change in expression level and a q value of less than 0.05.

### Real-time PCR

First-strand cDNA was synthesized using reverse transcriptase (TaKaRa Bio Inc, Dalian, China) with random hexamer primers. Real-time PCR was performed using SYBR Premix Ex Taq polymerase (TaKaRa Bio Inc, Dalian, China) with an ABI 7500 Fast Real-time PCR System (Applied Biosystems, Foster City, CA, USA). 16S rRNA was used to normalize RNA levels. Expression levels of *galE*, *yywkA*, *araA*, *sinI*, *tasA* and *srfAA* were measured at different timepoints during the plant-microbe interactions. Microarray results were validated by measuring the expression levels of some randomly chosen differentially expressed genes.

### Microarray data accesion number

Microarray data have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accssion number GSE62421.

## Data analysis

Statistical analysis was carried out by Fisher’s least-significant difference test (P ≤ 0.05) using SPSS software.

How the deposited data were processed for this re-analysis (not part of the article)

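Transcripts of B. subtilis OKB105 were measured on 6 Affymetrix Bacillus subtilis Genome Arrays with a biotin label, 3 from suspensions without rice and 3 from suspensions kept with rice seedlings for 2 h. The deposited values are intensities on a linear scale, 1 per probe set and array, which the authors made with RMA in Affymetrix Expression Console after scanning with Affymetrix GeneChip Command Console. RMA corrects the background, normalizes between arrays by quantiles and summarises the probes, and its version and the array's genome build are not given in the sources used here, so no coordinates are printed. Replicates were not pooled. The values were log2-transformed and not normalized again, and arrays give no count depth, so that precision is limited by 3 arrays per group.

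Groups were taken from the sample labels. Rice minus control was fitted per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a trend, not robust, no replicate block), and p was adjusted by Benjamini-Hochberg over all 4991 probe sets that are not controls. All adjusted p of single genes in the text are from this limma fit, and those of gene lists from limma's camera with a preset correlation between genes of 0.01, adjusted over the 41 lists with at least 3 measured members. Camera with an estimated correlation and fry were also run. The paper's text names no tool for its q value, and its thresholds of 2-fold and 0.05 and its rule on direction were used. Intergenic regions were tested with the genes and counted apart. Where a gene has several probe sets, 4 of 83 such genes have probe sets that differ in call.

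Genes are named by the symbol in the probe set name. Of 4991 probe sets tested, 2978 have a symbol in the platform annotation, and for 2974 of these it is the symbol of the probe set name. The symbols of 2796 genes were found in the RefSeq annotation of assembly ASM904v1, which was used only for which genes neighbour each other. The symbols tasA, speA, yrzL and ykwA have no probe set of that name, and in the biofilm list tasA was matched as cotN. Genes to name were taken from those that the paper names in its Results text and Figures 2, 5 and 6, whose Table 1 values had been seen, the 10 genes with the largest rise and the 10 with the largest fall, and up to 4 called members of each gene list, or the 2 with the smallest p where fewer than 2 are called. Other genes named were chosen after their values were seen, among them fruR, sigA, yhcB, yozG and the acetoin genes without a call. Folds of Table 1 were taken as equal within 1%, a limit chosen after seeing the values.

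Alternatives were median centring, cyclic loess, leaving out the dimmest 25% of probe sets, eBayes with a trend and with robust settings, a SAM-type q from all 20 label assignments, Fisher's least significant difference test with and without adjustment, other limits on fold, p and direction, gene probe sets only, a replicate block, and leaving out each array. For clustering they were Spearman and Euclidean distances, the 1000 most variable probe sets, no dim probe sets, cyclic loess and no gene centring. The tests were checked on simulated data with 4991 probe sets, in which 0 of 50 genes with a 1.5-fold change, 46 of 50 with 2.5-fold and 50 of 50 with 4-fold and with 8-fold were called. Both simulated groups had the same SD, drawn without regard to brightness. Real-time PCR and rice growth were not analysed here.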

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

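The tests of the bioB, bioC, bioD and cre and the yeast and viral control probe sets and of rice replicate 1 were chosen only after the results had been seen. The genes named here outside the gene lists were chosen after their values were seen, as those with the largest changes that Table 1 does not list or as those whose values it gives under another symbol.

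By symbol, the paper's Table 1 does not list 20 of the 68 genes that rose and 45 of the 155 that fell. Among these are cad and yxaI, which rose, and yuxI, yqgI and yrzI, which fell, whose values Table 1 gives under the symbols speA, yxaL, yuxL, yqhL and yrzL. Of the others, those with the largest changes were yxbA, with a log2 fold change of −3.13, yhbJ with 2.41, yxaK with 1.96, yydF with −1.92, yfmH with −1.91 and yteQ with −1.87. Among probe sets of intergenic regions, which the paper does not report on, 1 rose and 9 fell. Of the 40 tRNA genes, 2 rose (trnO-Ile, 1.39, and trnSL-Val1, 1.03) and 2 fell (trnD-Ser, −1.85, and trnD-Leu2, −1.19). The phosphate regulon outside the tua operon, which the paper does not discuss, had a median log2 fold change of −0.85, and the osmoprotection genes had one of 0.47.

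Bright probe sets were lower and dim ones higher with rice, from a median of −0.23 in the brightest of 10 groups by brightness to 0.19 in the fourth dimmest. Compression of the range between arrays was tested by removing the trend with cyclic loess, after which 72.3% of the down-regulated genes (112 of 155) were still called. The other 43 kept an adjusted p of at most 0.0475 but moved from a median log2 fold change of −1.07 to −0.90 and lost the call on fold, and whether they fell by more than 2-fold cannot be told apart from such a compression, because the trend lies wholly between the groups. Control probe sets for bioB, bioC, bioD and cre are not for genes of B. subtilis. They had a median log2 change of 0.38, and 17 of the 18 were higher with rice. In 616 tested probe sets of the same brightness the median was 0.18. The 9 dimmer control probe sets of yeast and viral genes (mean log2 level 2.57 against 5.63) had −0.08, against 0.04 in the dimmest of the 10 groups. A shift that depends on brightness and not on the bacterial genes may contribute. Brightness alone does not account for the higher median of the bioB, bioC, bioD and cre probe sets, and what else raised them was not tested. A lower level of many abundant transcripts with rice stays open and was not tested.

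Many genes were lowest in rice replicate 1, among them 79 of the 155 down-regulated genes, against 31 in rice replicate 2 and 45 in rice replicate 3. The tables argue against this array alone carrying the fall of the inositol genes, since without it the median log2 fold change of the 8 called genes was −1.28 and 7 were still called. For spmA, phrC, cgeD, usd and rapG the median without rice replicate 1 was −0.77 and 1 of them was called, against 4 with all arrays. Whether that array alone takes these genes past 2-fold cannot be told apart from a smaller common fall, because their changes lie close to 2-fold and 2 rice arrays remain. A stronger response in that experiment also stays open and was not tested.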

How the results depend on the processing

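No alternative was added after the values were seen, and no gene or list that passed a test turned its direction. Values near 0 did change sign, such as the log2 fold change of sinI (−0.00116 to 0.159 with 1 array left out). The 6 arrays stood in their own group's branch under all 6 other clustering settings. The calls numbered 54 to 75 up-regulated and 122 to 176 down-regulated genes under every alternative except that with no limit on fold, and 125 to 159 of the Table 1 genes under every alternative. With replicate number as a block (replicate block), 68 genes were up, 156 down and 159 of the Table 1 genes called, and the chemotaxis genes outside the operon had a camera adjusted p of 0.0382. The deviations of same-numbered control and rice arrays correlated at −0.037, 0.567 and −0.341, so the numbers may not pair the arrays. Differently numbered arrays correlated at 0.471 (control 1 with rice 3), 0.480 (control 3 with rice 1) and −0.431 to −0.112 in the remaining pairs. Positive values thus stood only in control 1 with rice 3, control 2 with rice 2 and control 3 with rice 1. The arrays may be paired in that way, which the labels do not state and which was not tested. A pairing other than by number was not fitted, and the main fit uses none. Median centring gave 54 up and 171 down.

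With no limit on fold, 773 genes were up and 782 down, and the lists had more members called down, because the limit was dropped: 5 of arginine biosynthesis, 8 of chemotaxis outside the operon, 13 of early sporulation, 20 of the flagellar and chemotaxis operon, 13 of inositol catabolism, 11 of the late flagellar genes and 15 of late sporulation, with 5 MarR genes up. After cyclic loess, 1 arginine, 2 branched-chain amino acid and 0 early sporulation genes were called, and the list of chemoreceptors and chemotaxis genes outside the operon, camera adjusted p 0.0388, passed (range 0.0372 to 0.0652 with 1 array left out). For early sporulation, without cyclic loess, the SAM-type q and the least significant difference test each called 1, and limma called 15 lower and 1 higher at an unadjusted p under 0.05. The cause was not tested. With an estimated correlation 0 of the 41 lists tested passed, against 21, and the adjusted p was 0.279 for early sporulation, the flagellar and chemotaxis operon, inositol catabolism, the late flagellar genes and teichuronic acid biosynthesis and 0.316 for branched-chain amino acids. A test of 1 direction over each list alone (fry) passed for 30.

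With 1 array left out, the members called were 1 to 3 for arginine, 3 to 6 for branched-chain amino acids, 1 to 2 for chemotaxis outside the operon, 0 to 1 for early sporulation, 3 to 5 for the flagellar and chemotaxis operon and 3 to 7 for late sporulation. The cause was not tested. Of 2819 values of single genes under alternatives, 2705 stayed on the same side of the test, 77 lost the call, 37 gained it and 0 calls turned direction. By gene, 79 of the 141 followed kept the same outcome under every alternative, including that with no limit on fold.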

Differences from the paper's values

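The comparison of single values of Table 1 with other probe sets was chosen only after the values had been seen. The paper's value stands first in each pair.

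The paper reports 13 up-regulated genes of RNA synthesis, and 7 genes that Table 1 lists under RNA regulation were called up here, under the fit reported and under every alternative set before the data were examined. The 6 that the table lists under RNA synthesis were called down. The paper's fold for ydgH is 16.1482, and here it was 10.3. Its fold for yuxL is 0.4718, against 0.971 here, for yaaO 0.2553, against 0.822, for ileS 0.4435, against 0.731, and for yqhL 0.4205, against 1.35. None of the alternatives set before the data were examined that change folds (median centring, cyclic loess, leaving out each array) brought any of these within the standard error. This is the log2 standard error of the fit here, as the paper gives no error. Another probe set of ydgH gave 16.1, and another of ileS 0.443. For yngG the paper's fold is 2.2458, against 2.06 here. It came within that standard error after cyclic loess (2.23) and without control replicate 3 (2.09), and not under the other alternatives set before the data were examined.

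The paper states that rapG was down-regulated. The gene rapG had a log2 fold change of −1.05 (adjusted p = 0.0917 from limma) and was not called. It was called with the SAM-type q (q = 0.0396), by fold alone, with replicate number as a block (adjusted p = 0.00283) and without rice replicate 2 (log2 fold change −1.31, adjusted p = 0.0330), and the adjusted p ranged from 0.00283 to 0.291 over the alternatives. The other genes it names beside rapG, spmA, phrC, cgeD and usd, were called down. Table 1 also lists yuxL, yaaO, ileS and yqhL as down-regulated, and limma called none of the 4 down at the probe set used for the gene. Another probe set of ileS was called down (log2 fold change −1.17, adjusted p = 0.000150). At the paper's thresholds, its counts of 52 up-regulated and 124 down-regulated genes stand beside 68 and 155 here, within 1.5 times.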

Other observations

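The test of the values in Table 1 was chosen only after the result had been seen. The biofilm genes yveK and yveM, like the other list members named here, were taken by the rule for named genes, and gltA and gltB were chosen after their values were seen.

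Genes of pyrimidine biosynthesis were higher with rice. All 10 were higher at an adjusted p under 0.05, and pyrR, for the regulator of the operon, passed 2-fold, from an intensity of 1194 ± 126 (SD, n = 3) to 3132 ± 524 (SD, n = 3) with rice (log2 fold change 1.38, standard error 0.14, adjusted p = 0.000179 from limma). The list had a median of 0.61 (camera adjusted p = 1.62e-05, and adjusted p = 0.279 with an estimated correlation). Of 19 osmoprotection genes, the potassium uptake genes yuaA and yubG rose (log2 fold change 1.04, standard error 0.10, adjusted p = 0.000108, and log2 fold change 1.08, standard error 0.15, adjusted p = 0.000840) and the glycine betaine transporter gene opuD fell (log2 fold change −1.03, standard error 0.19, adjusted p = 0.00381). Its camera adjusted p was 0.000784, and the adjusted p was 0.279 with an estimated correlation. After cyclic loess the median of the osmoprotection list moved from 0.47 to 0.32. The call of yuaA ended after median centring, that of yubG without control replicate 3 or rice replicate 2 (0.97 to 1.21 with 1 array left out), and that of opuD in the least significant difference test after adjustment and without rice replicate 1 (−1.22 to −0.79). The glutamate synthase genes gltA and gltB fell from 7364 ± 176 to 3313 ± 219 and from 5856 ± 69.9 to 2340.5 ± 153.

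Of 46 genes of the sigma W regulon of envelope stress, 7 fell (7 adjusted over the list alone) and none rose (list median −0.32, camera adjusted p = 9.77e-05, and adjusted p = 0.279 with an estimated correlation). After cyclic loess 4 were called, and 5 to 8 with 1 array left out. The penicillin-binding protein gene pbpE fell from 1069 ± 37.5 to 346 ± 44.3 (SD, n = 3, log2 fold change −1.64, standard error 0.11, adjusted p = 2.85e-05), and racX beside it from 1254 ± 54.3 to 459 ± 98.2 (log2 fold change −1.47, standard error 0.15, adjusted p = 0.000148). Of 8 extracellular protease genes, epr (log2 fold change −1.22, standard error 0.12, adjusted p = 0.000142) and vpr (log2 fold change −1.10, standard error 0.10, adjusted p = 0.000108) fell (camera adjusted p = 0.0572), and the call of vpr ended after cyclic loess. Of 24 aminoacyl-tRNA synthetase genes, pheS rose (log2 fold change 1.03, standard error 0.10, adjusted p = 0.000141) and valS fell at its brightest probe set (log2 fold change −1.52, standard error 0.14, adjusted p = 0.000108), while its other 2 probe sets were not called (log2 fold changes −0.72 and −0.93). The call of pheS ended after median centring and without control replicate 3 or rice replicate 2 (0.98 to 1.08 with 1 array left out). For the synthetases the camera adjusted p was 0.903. These 3 lists were drawn up because members stand in Table 1, so they are not independent evidence.

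At 2 h on these arrays, srfAA and sinI, biofilm genes that the paper measured by real-time PCR, did not pass the test. The paper also measured tasA, which has no probe set of that name here. In the biofilm list below it was matched by its other symbol, cotN, and was not called. At the brightest of its 9 probe sets, the surfactin synthetase gene srfAA had 794 ± 77.9 (SD, n = 3) without rice and 846 ± 67.9 (SD, n = 3) with rice (log2 fold change 0.09, standard error 0.11, adjusted p = 0.553), and sinI had 351 ± 39.2 and 368 ± 32.8 (log2 fold change 0.07, standard error 0.12, adjusted p = 0.674). None of the 9 srfAA probe sets was called, and 2 of them were higher at an adjusted p under 0.05 (log2 fold changes 0.38 and 0.48). The genes yhaJ and yvpB, also measured by real-time PCR, rose on the arrays, yhaJ with log2 fold change 1.28, standard error 0.16, adjusted p = 0.000530. Of 24 biofilm matrix genes, limma called 0, as did the SAM-type q and the least significant difference test, while 7 were higher and 1 lower at an unadjusted p under 0.05. The matrix genes yveK and yveM had log2 fold changes of 0.92 and 0.72, and yveK was called up after cyclic loess and without rice replicate 2 (0.86 to 1.03 with 1 array left out). For the biofilm list the camera adjusted p was 0.0241, and the adjusted p was 0.619 with an estimated correlation. It ranged from 0.000742 to 0.119 with 1 array left out, above 0.05 without control replicate 2, rice replicate 1 or rice replicate 3. After cyclic loess the median of the biofilm list moved from 0.23 to 0.14.

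For the matched members of 6 further lists limma called 0, as did the SAM-type q and the least significant difference test. The list of surfactin and other antimicrobials names 28 genes, of which 26 were matched by symbol. Its member sboA was not matched to the array's sbo. The gene sbo, chosen after its value was seen, fell (log2 fold change −1.73, standard error 0.23, adjusted p = 0.000641 from limma). At an unadjusted p under 0.05 there were 8 higher and 1 lower of 26 for surfactin and other antimicrobials, 5 higher and 15 lower of 52 for ribosomal proteins, 5 higher and 0 lower of 21 for competence and 6 higher and 5 lower of 29 for iron uptake. There were 10 higher and 1 lower of 30 for the PBSX prophage and 0 higher and 4 lower of 11 for the SOS response. The camera adjusted p was 0.168 for surfactin, 0.117 for ribosomal proteins, 0.168 for competence, 0.901 for iron, 0.00758 for the prophage (0.670 with an estimated correlation, 0.000113 to 0.138 with 1 array left out, above 0.05 without rice replicate 1) and 0.418 for the SOS response. Dim probe sets tended to be higher with rice, and after cyclic loess the list median of the prophage moved from 0.28 to 0.15. The camera adjusted p of the ribosomal proteins was 0.00345 without rice replicate 2 and ranged up to 0.966 with 1 array left out. Of 5 genes listed for polyamine synthesis, 2 were tested under their symbols and neither was called, while cad, which has the value that Table 1 gives for speA and was chosen after its value was seen, rose (log2 fold change 1.18, standard error 0.12, adjusted p = 0.000141).

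Neighbouring genes may change together, as members of operons do. Across 2006 pairs of direct neighbours the log2 fold changes correlated with r = 0.502 (Spearman's rho 0.444), above the highest of 1000 shuffled gene orders (0.0689). Genes are not independent replicates. Of the pairs with both members called, 47 changed in the same direction and 3 in opposite directions.

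Of the 168 lines of Table 1, 10 carry a value that differs by more than 1% from the probe set with the line's symbol, or a symbol without a probe set here. The hypothesis tested was that the line carries the value of another probe set. Such a probe set was found for 100% of the 10, where chance gives 3.55% and the highest of 10000 random draws 40%. For ydgH and ileS it is another probe set of the same gene. For yuxL, yaaO, yqhL and yngG it is that of yuxI, yyaO, yqgI and yugG. Within the 1%, the line of iolC carries the value found here for yxlD (0.2609), and that of yxlD the value found for iolC (0.2629). The line of fruR likewise carries the value found for yfkA (2.4164), where fruR had 2.4167.

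The real split of the 6 arrays into 3 and 3 was 1 of 10 splits, with 68 genes up and 155 down, and the highest count of any other split was 0 by limma in each direction. With 10 splits no share under 0.05 can be reached.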
